# Transcriptome Phase Distribution Analysis Reveals Diurnal Regulated Biological Processes and Key Pathways in Rice Flag Leaves and Seedling Leaves

**DOI:** 10.1371/journal.pone.0017613

**Published:** 2011-03-02

**Authors:** Wenying Xu, Rendong Yang, Meina Li, Zhuo Xing, Wenqiang Yang, Guang Chen, Han Guo, Xiaojie Gong, Zhou Du, Zhenhai Zhang, Xingming Hu, Dong Wang, Qian Qian, Tai Wang, Zhen Su, Yongbiao Xue

## Abstract

Plant diurnal oscillation is a 24-hour period based variation. The correlation between diurnal genes and biological pathways was widely revealed by microarray analysis in different species. Rice (*Oryza sativa*) is the major food staple for about half of the world's population. The rice flag leaf is essential in providing photosynthates to the grain filling. However, there is still no comprehensive view about the diurnal transcriptome for rice leaves. In this study, we applied rice microarray to monitor the rhythmically expressed genes in rice seedling and flag leaves. We developed a new computational analysis approach and identified 6,266 (10.96%) diurnal probe sets in seedling leaves, 13,773 (24.08%) diurnal probe sets in flag leaves. About 65% of overall transcription factors were identified as flag leaf preferred. In seedling leaves, the peak of phase distribution was from 2:00am to 4:00am, whereas in flag leaves, the peak was from 8:00pm to 2:00am. The diurnal phase distribution analysis of gene ontology (GO) and cis-element enrichment indicated that, some important processes were waken by the light, such as photosynthesis and abiotic stimulus, while some genes related to the nuclear and ribosome involved processes were active mostly during the switch time of light to dark. The starch and sucrose metabolism pathway genes also showed diurnal phase. We conducted comparison analysis between Arabidopsis and rice leaf transcriptome throughout the diurnal cycle. In summary, our analysis approach is feasible for relatively unbiased identification of diurnal transcripts, efficiently detecting some special periodic patterns with non-sinusoidal periodic patterns. Compared to the rice flag leaves, the gene transcription levels of seedling leaves were relatively limited to the diurnal rhythm. Our comprehensive microarray analysis of seedling and flag leaves of rice provided an overview of the rice diurnal transcriptome and indicated some diurnal regulated biological processes and key functional pathways in rice.

## Introduction

A diurnal cycle is defined as a pattern that recurs over a 24-hr period. Plant diurnal oscillation is universal for plants and coordinates many biological pathways related to extracellular or intracellular signals, adapting the plants to daily alternation and maintaining a balance between metabolic reactions during light and darkness, especially for fluctuations of the carbon balance [1], [2], [3], [4], [5], [6], [7], [8], [9], [10]. During the light period, carbon fixation in leaves leads to sucrose synthesis through photosynthesis and the starch produced accumulates in the leaves. During darkness, the starch is degraded and so starch content decreases. Rice (*Oryza sativa*) is the major food staple for about half of the world's population and it is also a model monocot for studies of crop plants with relatively smaller genomes, due to the completion of its genome sequence. The rice genes related to starch synthesis are essential to improving grain quality (such as eating and cooking quality). In rice, flag leaves play important role in providing photosynthates to the filling grain.

The diurnal cycle also coordinates the opening and closing of stomata, affecting transpiration and changing the water potential in leaves. The opening of stomata facilitates carbon dioxide uptake for photosynthesis during the light [11], [12], [13]. The light regulation is essential in the metabolic and physiological functions of plants during the diurnal periods. Light is also crucial to entrain the endogenous circadian clock, ensuring the precise cyclic expression of circadian-regulated genes during the day. The significant correlation between diurnally oscillating genes during the diurnal cycle and growth hormone-responsive genes was revealed mostly through microarray-based transcriptome analysis [14], [15]. The plant growth-hormone pathways tightly interact with light signalling and the diurnal cycle in the control of plant growth.

Microarray experiments are normally used to collect large-scale time-series data, monitor genome-wide gene expression, profile the changes in transcripts, and identify novel genes regulated in the diurnal cycling and circadian clock during a 24-hr period [16]. The first version of an Affymetrix Arabidopsis microarray (containing 11,521 Arabidopsis ESTs) was applied to study the circadian clock-regulated key pathways in Arabidopsis by Harmer in 2000 [17]. In 2001, Ellen Wisman's group used another platform of microarray and found about 11% of the Arabidopsis genes showed a diurnal expression pattern and about 2% with a circadian rhythm [18]. Then the ATH1 Arabidopsis whole-genome array was also used to analyze the transcriptome throughout the diurnal cycle for clues concerning the diurnal and circadian-regulated starch metabolism in Arabidopsis leaves [1]. The transcriptome analysis for the diurnal changes of the starch metabolism-related genes indicated that there was transcriptional and posttranscriptional regulation of starch metabolism in Arabidopsis leaves. Recently, large microarray datasets related to the plant diurnal cycle (e.g. diurnal and circadian microarray data for Arabidopsis [1], [15], [18], [19], maize [20], [21], [22], barley [23] and soybean [24]) were published and some are available in public databases. In addition, the database of DIURNAL project (http://diurnal.cgrb.oregonstate.edu/) provides web-based data-mining tools that are multiple user-friendly for searching the diurnal and circadian microarray data of Arabidopsis, rice and poplar [19], [25].

During statistical analysis of diurnal microarray data, there are many challenges to correctly identify the subset of genes with a clear diurnal signature. A variety of methods have been developed to extract the cycling-expressed genes from microarray data for diurnal, circadian rhythm or cell cycle research. The computing methods mainly fall into two categories: frequency-domain and time-domain analyses [26].

The frequency-domain method is generally based on classical spectral analysis (e.g. Fourier transform and periodogram). After applying those methods, microarray expression profiles are transformed into frequency domains, then the rhythmic genes will yield the spectra that have a well-defined peak in the frequency domain. For diurnal or circadian-related genes, their periodogram will have a peak near a 24-hr period. Several prior studies have adapted these spectral methods to analyze biological data, e.g. FFT-NLLS [27], average periodogram [28] and Lomb–Scargle periodogram [29].

The time-domain method is an alternative method to analyze a time series using a pattern matching technique. To detect periodic patterns, the theoretical model is usually sinusoid. Two different methods are commonly used to measure the similarity between the models and the real data: nonlinear least-square curve fitting and cross correlation (CC). These algorithms assign to each time-series the properties of the model to which it is most similar. There are several programs available to perform the computation, including Cosinor [30], CORRCOS [17] and COSOPT [31]. Recently, we developed a new algorithm called ARSER to analyze diurnal or circadian expression data by combining the time-domain and frequency-domain analyses [32]. Testing by synthetic and real experimental data showed that it efficiently identified periodicity in short time-series.

Recently, little is known about the possible mechanism related to the rice diurnal cycle involved in metabolism, cellular function and growth. Global transcriptome analysis of the rice diurnal-cycle is also limited. In our study, we used the GeneChip Rice Genome Array representing 51,279 transcripts to monitor the expression profiles of rice flag leaves and seedling leaves during diurnal cycling. We employed the ARSER and CC methods together to analyze our microarray datasets. We also compared the predicted diurnal genes between rice and Arabidopsis. To elucidate the biological process involved in the rice day–night cycle, several approaches are being used, such as gene ontology (GO) enrichment analysis, MapMan, and cis-element analysis for the genes with similar diurnal phases. The present study might give some interesting insight into the light–dark diurnal cycle in plants.

## Results

### Experimental design and data quality

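Transcript levels were measured in 40 RNA samples of Nipponbare rice, 20 from seedling leaves and 20 from flag leaves, each on its own Affymetrix Rice Genome array. Each tissue was sampled at 10 time points with 2 biological replicates, from 8 h to 44 h in steps of 4 h, where hours count from the midnight before sampling and light was on from 8 h to 20 h of each day. Seedlings were 17 days old and grew in a greenhouse at 28 °C by day and 25 °C by night, whereas flag leaves came from 3-month-old plants raised in the field and entrained at 32 °C by day and 30 °C by night, so tissue, age and growth conditions differ together. For the second and the eighth time point the sample labels write midnight where Table 1 of the paper gives noon, and the description attached to every sample, flag leaves included, names seedling leaves at 8 am of the first day. The hours of Table 1 and the tissue of the sample names were used. The authors extracted 1 signal per probe set with GCOS (MAS5 algorithm), scaled each array to a target of 500 and deposited the signals on a linear scale. Of 57381 entries per array, 57194 are rice probe sets and 187 are controls, which were left out. The mean signal of an array ran from 695.9 to 733 (median 717) in seedling leaves and from 753 to 877 (median 788) in flag leaves, and the number of arrays limits the precision. A probe set is called diurnal here by the combined criteria of the study, which need a correlation of at least 0.5 between the replicate series (Cr) and, in both replicates, a cross-correlation (CC) p of at most 0.05 or an ARSER q of at most 0.05. ARSER was rewritten for this. A probe set is called rhythmic when limma finds a 24-h cosine in both replicates at once, at a Benjamini-Hochberg adjusted p under 0.05 over the probe sets with a mean signal of at least 100. Amplitude is the distance of the fitted peak from the fitted mean on the log2 scale, and a difference between tissues is the size of the change in the fitted cosine, in the same unit. Peak times are clock times.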

Rice flag leaf and seedling leaf samples were collected every 4 hr in a period of 36 hr with two biological replicates. The expression profile for each sample was obtained by Affymetrix Rice Genome GeneChip analysis. Detailed pair-wise scatter plots of biological replicates were generated for flag leaves (Figure 1A) and for seedling leaves (Figure S1A). For biological replicates of each time point, nearly all of probe sets were fallen along the diagonal of plots, indicating no major variation. The correlation coefficients and false-positive rates of each pair of biological replicate samples were calculated by GCOS (Table 1). 

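OsLHY, a transcription factor of the circadian clock, read 22719 and 21123 in the replicate seedling samples at 8 h, and 39115 and 50949 in the replicate flag leaf samples. GI, a clock component that also regulates flowering, read 14175 and 13464 at 20 h in seedlings. Genes differed in their spread, and PORA, a light-dependent enzyme of chlorophyll synthesis, read 3584 and 687 at 16 h in flag leaves. Across all rice probe sets, Pearson's r between the replicate arrays ran from 0.962 at 40 h to 0.990 at 44 h in seedling leaves, with a median of 0.985 over the 10 time points (SD 0.00831). In flag leaves it ran from 0.976 at 12 h to 0.988 at 40 h (median 0.984, SD 0.00450). These correlations are across genes on linear signals, and genes are not independent replicates. False-positive rates were not computed here.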

All correlations were >0.95, while false-positive rates were <5%. In summary, the data quality was satisfactory for identifying genes with diurnal patterns.

**Figure 1:**
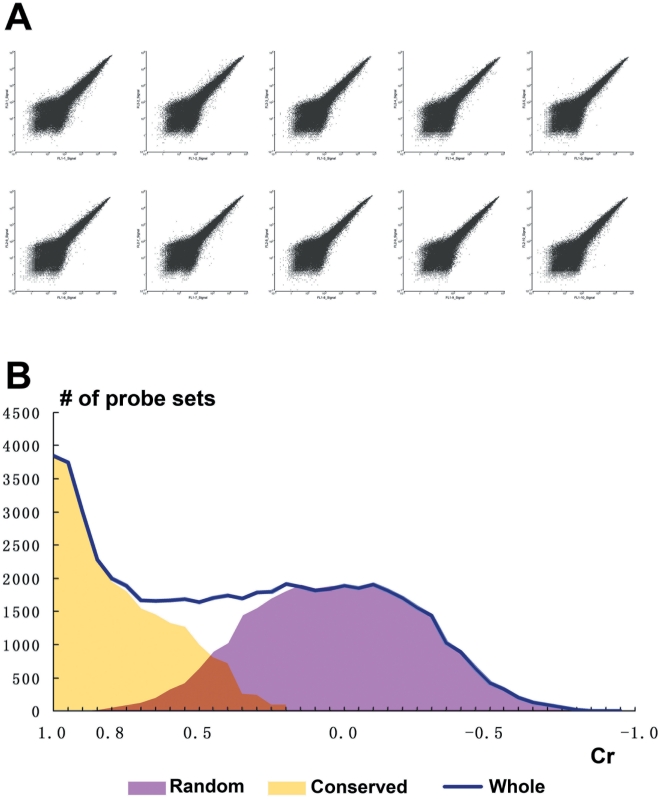
Expression profiles between the biological replicate samples of flag leaves. **A**: Pair-wise scatter plots for the raw probe-set intensity data across all time points. **B**: The number distribution of all probe sets based on the correlation coefficient (Cr) across the time series between the biological Os.7890.1.S1_x_at samples

**Table 1:** Comparison of the expression profiles between the biological replicate samples.

Sample #	Time point (hr)	Seedling leaves		Flag leaves		Comments
		correlation	False Positive Rate (%)	correlation	False Positive Rate (%)	
1	8	0.98	0.85	0.98	3.82	Day 1 8:00am, the end of night
2	12	0.99	1.26	0.98	3.05	
3	16	0.99	1.18	0.98	2.21	
4	20	0.99	0.92	0.98	2.08	*Day 1 8:00pm*, *the start of night*
5	24	0.98	0.95	0.96	4.71	*Day 2 0:00am*
6	28	0.98	1.00	0.96	3.64	
7	32	0.98	1.00	0.99	1.62	*Day 2 8:00am*, *the end of night*
8	36	0.99	1.20	0.99	1.72	
9	40	0.96	4.09	0.99	1.50	
10	44	0.99	1.57	0.98	2.55	Day 2 8:00pm, the start of night

In addition, we calculated the correlation coefficient of each probe set (Cr) across the time-series of two sets of biological replicates in flag leaves and seedling leaves (Figure 1B and Figure S1B, respectively). As we had assumed, there were two forms among the expression patterns of each probe set along the detection time points: one was consistent and similar between biological replicates, with the Cr of replicate time-series tending to 1; the other was random, occasionally matched in biological replicates, and the average of Cr tended to 0. 

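OsSWEET2b, a member of the sugar transporter family SWEET, had a Cr of 0.997 in seedling leaves and 0.974 in flag leaves, and OsPCL1, a clock transcription factor, had 0.996 and 0.999. RPS21, a protein of the small ribosomal subunit, had a Cr of -0.135 in seedling leaves, where its mean signal stayed between 5862 at 44 h and 7677 at 20 h, and 0.919 in flag leaves. OsTIP1;1, an aquaporin of the vacuole membrane, also differed, with 0.165 in seedling leaves and 0.990 in flag leaves. A Cr of at least 0.5 was reached by 23927 probe sets (41.8%) in seedling leaves and 23428 (41.0%) in flag leaves, and one of at least 0.9 by 6330 (11.1%) and 7591 (13.3%). The median Cr was 0.367 in seedling and 0.347 in flag leaves, and 15596 (27.3%) and 15967 (27.9%) probe sets were below 0. When the time points of replicate 2 were re-paired at random in 100 draws, the median number at or above 0.5 was 3732.5 (range 2610 to 10825) in seedling leaves and 3977.5 (range 2808 to 10326) in flag leaves.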

The number distribution of Cr (flag or seedling leaves) could be divided into two parts during analysis: the random part, close to a normal distribution, shown in purple in Figure 1B and Figure S1B; and the conserved part, shown in yellow, which represented the probe sets with consistent expression pattern.

In the meanwhile, we performed real-time RT-PCR to validate microarray results of flag leaves (Figure S2A) and seedling leaves (Figure S2B) in seven time points from 12 hr to 36 hr. Several genes were selected, including light-harvesting chlorophyll a/b binding protein (*LOC_Os03g39610*), starch and sucrose metabolism pathway related proteins such as glycogen/starch synthases (*LOC_Os07g22930*), 4-alpha-glucanotransferase (*LOC_Os07g46790*), and Glucan water dikinase (*LOC_Os06g30310*).The real-time RT-PCR results mostly matched the microarray expression patterns.

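On the arrays, LOC_Os03g39610 (RCABP89), which encodes a light-harvesting protein, rose from a mean signal of 501 ± 102 (SD, n = 2) at 28 h to 25693 ± 2658 (SD, n = 2) at 40 h in seedling leaves and from 350.0 ± 204 (SD, n = 2) at 28 h to 44169.6 ± 3551 (SD, n = 2) at 12 h in flag leaves. Its fitted peak was at 14.3 h in seedlings and 13.8 h in flag leaves, with amplitudes of 2.55 (standard error 0.31, adjusted p = 1.1e-05) and 3.48 (standard error 0.36, adjusted p = 5.6e-07) from limma. LOC_Os07g22930, the granule-bound starch synthase 1b of leaves, changed more in flag leaves, from 152 ± 10.4 (SD, n = 2) at 24 h to 25049.7 ± 5118 (SD, n = 2) at 12 h, than in seedlings, where it went from 293 ± 54.2 (SD, n = 2) at 20 h to 3665 ± 374 (SD, n = 2) at 36 h (difference adjusted p = 1.1e-08). It was diurnal in flag leaves and rhythmic in both tissues, though in seedlings not without replicate 1, and there it met the combined criteria only without replicate 2 or without the 44 h arrays. LOC_Os06g30310, the glucan water dikinase that phosphorylates starch before its breakdown, was diurnal in both tissues and peaked at 19.4 h in seedlings and 17.5 h in flag leaves, with amplitudes of 0.42 (standard error 0.08) and 0.84 (standard error 0.09). In seedlings its diurnal call held under 18 of the 20 settings tried, which include the main one and some that cannot end a call. Its limma call there ended without replicate 2. LOC_Os07g46790, the 4-alpha-glucanotransferase DPE2 that handles maltose in the cytosol, was diurnal in neither tissue, and its mean signal moved between 4333 ± 344 (SD, n = 2) at 32 h and 18224 ± 5307 (SD, n = 2) at 36 h in flag leaves. By limma it was rhythmic in flag leaves, with an amplitude of 0.70 (standard error 0.17, adjusted p = 0.0039) that did not pass with either replicate left out, and not in seedlings, at 0.06 (standard error 0.07, adjusted p = 0.76). The real-time RT-PCR values were not used here.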

### Algorithms selected for diurnal pattern identification

To identify the genes with periodic expression patterns, we assumed that the expression profile of a gene exhibiting a diurnal pattern approximated a cosine wave with a period of nearly 24 hr. Several methods or algorithms are available for diurnal pattern identification, and two were selected: ARSER and CC. ARSER is a newly developed algorithm to analyze diurnal or circadian expression data by combining the time-domain and frequency-domain analyses, and was shown to be efficient in identifying periodicity in short time-series [32]. CC calculates the Pearson's correlation between a rhythmically-expressed gene and a theoretical cosine wave with a defined 24-hr period, and is a typical pattern matching technique [17].

Figure 2 shows some probe set examples with a diurnal pattern identified. Figure 2A presents the Os.7890.1.S1_x_at (*CAB* gene) expression value during 8–44 hr in 4 hr spaces with its predicted cosine-curve model using ARSER (AR) and CC methods. The calculation showed that the two methods almost agreed. The ARSER method gave a better fit than CC for the probe set for Os.15803.1.S1_at (Figure 2B). 

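The chlorophyll a/b-binding protein gene LOC_Os08g33820 was highest with 21904 ± 2658 (SD, n = 2) at 40 h in seedling leaves and 37089 ± 222 (SD, n = 2) at 8 h, the end of the night, in flag leaves, and lowest in the dark with 523 ± 143 (SD, n = 2) at 24 h and 627 ± 354 (SD, n = 2) at 24 h. Both algorithms called it in each tissue, with CC p values of 0.0082 and 0.012 and ARSER q values of 0.0097 and 0.0031 in the flag leaf replicates. The spike-shaped probe set of Figure 2C went from 67.5 ± 31.9 (SD, n = 2) at 20 h to 1734 ± 139 (SD, n = 2) at 32 h in flag leaves, with a Cr of 0.971. Its CC p values were 0.080 and 0.056 and its ARSER q values 0.085 and 0.063, so it met the combined criteria in flag leaves only when log2(signal + 32) replaced the linear signals. limma called it rhythmic in both tissues, with an amplitude of 1.63 (standard error 0.20, adjusted p = 5.0e-06) in flag leaves and 0.92 (standard error 0.18, adjusted p = 0.0016) in seedlings, where the call ended with either replicate left out. The probe set of Figure 2B, shown there for seedlings, went from 152 ± 6.72 (SD, n = 2) at 40 h to 275 ± 19.6 (SD, n = 2) at 20 h in seedlings, with CC p values of 0.11 and 0.25 and ARSER q values of 0.13 and 0.12, and from 7.00 ± 3.96 (SD, n = 2) at 36 h to 109 ± 29.1 (SD, n = 2) at 20 h in flag leaves, too dim for limma, with 0.23 and 0.23 and 0.10 and 0.086. It was diurnal in neither tissue under any of the 20 settings tried. limma called it rhythmic in seedlings, with 0.23 (standard error 0.07, adjusted p = 0.035), and the call ended under 7 of 12 alternatives, among them either replicate left out and without the 40 h arrays.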

The probe set for Os.22928.2.S1_at showed a typical spike diurnal pattern (Figure 2C), which was only recognized by the ARSER method.

**Figure 2:**
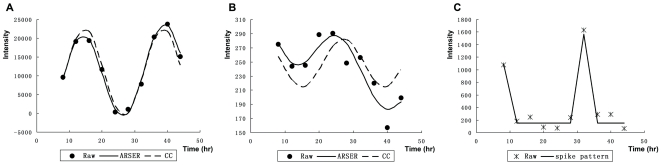
Examples for diurnal probe sets for different pattern identification algorithms. The scatter plot is a raw expression value of probe sets for 8–44 h, with sampling every 4 h; the solid line represents the cosine-curve model with ARSER (AR) simulation; the dash line represent the cosine-curve model with cross-correlation (CC) simulation. **A**: Os.7890.1.S1_x_at, seedling leaves, replicate sample 1. **B**: Os.15803.1.S1_at, seedling leaves, replicate sample 2. **C**: Os.22928.2.S1_at, flag leaves, replicate sample 1

### The rice diurnal pattern genes in flag and seedling leaves

The cosine-curve model of each probe set was calculated by the ARSER and CC algorithms, for every replicate sample series of flag and seedling leaves. To obtain more reliable diurnal pattern genes, we considered the p- or q-value of the model curve and the Cr between biological replicate sample series for each probe set. If the p- or q-values were all <0.05 in biological replicates and the Cr >0.5, then we used the combined results of the two algorithms. With the combinative criteria (Figure 3), 6,266 probe sets (10.96%) were identified with diurnal patterns in seedling leaves and 13,773 (24.08%) in flag leaves. 

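In flag leaves the signal of OsSWEET2b went from 3.05 ± 1.20 (SD, n = 2) at 20 h, below the median of every array, to 11942 ± 392 (SD, n = 2) at 32 h, so its amplitude depends on the constant added before the logarithm and is not given. OsABA1, the zeaxanthin epoxidase of abscisic acid synthesis, had an amplitude of 3.95 (standard error 0.30, adjusted p = 1.2e-08) in flag leaves and 2.20 (standard error 0.11, adjusted p = 2.4e-10) in seedlings. The thiazole biosynthetic enzyme of LOC_Os07g34570, which makes a precursor of thiamine, rose by day from 132 ± 6.72 (SD, n = 2) at 8 h to 38526 ± 4565 (SD, n = 2) at 20 h in flag leaves and from 347 ± 15.6 (SD, n = 2) at 32 h to 20939 ± 2309.7 (SD, n = 2) at 20 h in seedlings. Among the largest amplitudes of seedling leaves were OsCIPK10, a protein kinase of calcium signalling, with 2.76 (standard error 0.15, adjusted p = 5.3e-10), OsSAPK9, a kinase of stress and abscisic acid responses, with 2.49 (standard error 0.14, adjusted p = 1.2e-09), and the catalase catA with 2.45 (standard error 0.18, adjusted p = 1.8e-08). In seedling leaves 5433 probe sets (9.50%) were diurnal and in flag leaves 11293 (19.7%), of which the CC part with Cr gave 5333 and 10670 and the ARSER part with Cr gave 2741 and 10189. ARSER was rewritten here without the maximum likelihood spectrum of the published program. With that spectrum added, 5855 and 12652 probe sets were diurnal. Of the diurnal probe sets bright enough for limma, 5103 of 5226 (97.6%) in seedling and 10568 of 10658 (99.2%) in flag leaves were also rhythmic. Both calls look for a daily cosine in the same arrays, so this overlap is largely built in and is not independent evidence. limma called 10330 of 24298 probe sets rhythmic in seedling leaves and 16254 of 23376 in flag leaves. Of 100 orders of the time points, the same for both replicates and the real one included, the highest other gave 2210 diurnal probe sets in seedling leaves and 4333 in flag leaves. The paper reasons that asking both replicates for a significant curve, and the replicates for a shared course, makes the list of diurnal genes more reliable.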

The detailed information of these probe sets included raw intensity, cosine-curve model parameters, and gene annotation were shown in File S1. Within these diurnal pattern probe sets, there were 4,394 probe sets identified with diurnal patterns in both seedling and flag leaves, and 9,379 showed diurnal patterns that were preferred in flag leaves (Figure 3).

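OsCRSH2, an enzyme of the alarmone ppGpp in the chloroplast, swung from 103 ± 16.5 (SD, n = 2) at 28 h to 22962 ± 2885 (SD, n = 2) at 8 h in flag leaves and from 314 ± 25.2 (SD, n = 2) at 24 h to 1497 ± 659.9 (SD, n = 2) at 40 h in seedlings, a difference of 3.06 (adjusted p = 3.5e-07). OsTIP1;1 stayed near its mean of 18176 in seedlings, with an amplitude of 0.10 (standard error 0.05, adjusted p = 0.27), and in flag leaves moved between 870.5 ± 249 (SD, n = 2) at 28 h and 34507 ± 2143 (SD, n = 2) at 36 h, a difference of 3.03 (adjusted p = 1.6e-09). The heat shock factor OsHsf-08 and the small heat shock protein OsHsp18.6 were diurnal in both tissues, and their amplitudes were 3.19 (standard error 0.21) and 3.56 (standard error 0.27) in flag leaves against 1.20 (standard error 0.18) and 1.25 (standard error 0.17) in seedlings. Their diurnal calls held under 17 and 18 of 20 settings in flag leaves and 18 and 13 in seedlings. PORA had a mean signal of 4851 in seedlings and 375 in flag leaves, the latter raised by a single array far above its replicate. Its fitted peaks lay at 11.5 h and 17.4 h, with a difference in rhythm (adjusted p = 8.5e-06) whose size depends on the constant added before the logarithm, since the flag leaf signal fell to 3.70 ± 0.849 (SD, n = 2) at 32 h. Of the probe sets diurnal in 1 tissue or both, 3474 were shared, 7819 were diurnal in flag leaves alone and 1959 in seedling leaves alone. A test of the difference itself, limma's F test of equal cosines over all 40 arrays, called 10851 of 25948 probe sets. It called 5234 of 7361 (71.1%) of those diurnal in flag leaves alone, 749 of 1833 (40.9%) of those in seedling leaves alone and 2241 of 3457 (64.8%) of those in both, so a call in 1 tissue alone is not by itself a difference. 

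**Figure D1:**
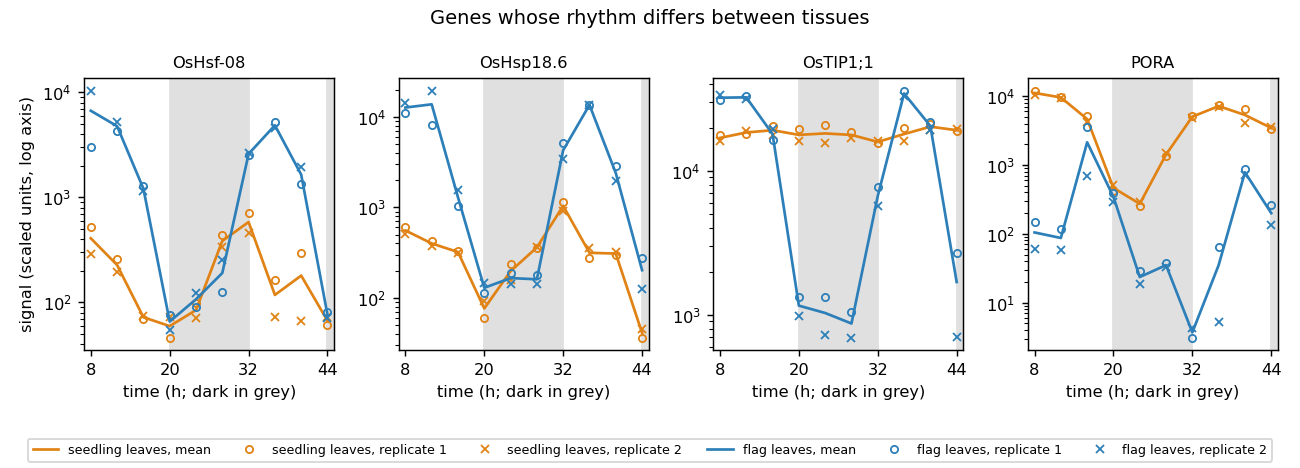
Signal (scaled units, log axis) against time in hours for OsHsf-08, OsHsp18.6, OsTIP1;1 and PORA, with circles for replicate 1, crosses for replicate 2, lines for the mean of both, orange for seedling leaves, blue for flag leaves and grey for the dark. OsTIP1;1 stays near 18176 in seedlings and moves between 870.5 and 34507 in flag leaves.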

**Figure 3:**
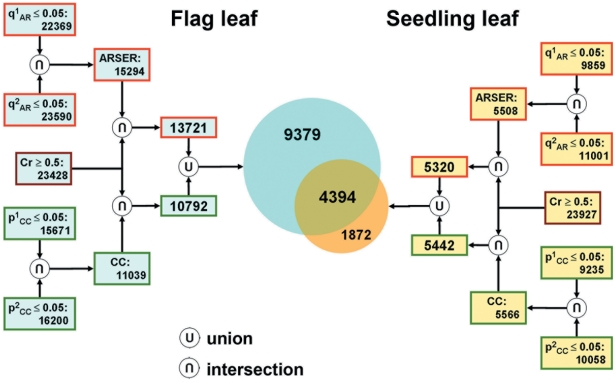
Identify the probe sets with diurnal pattern between flag leaves and seedling leaves. The orange shape indicates the diurnal-pattern probe sets only in seedling leaves, the light blue shape indicates the diurnal-pattern probe sets only in flag leaves, and the brown shape indicates the diurnal-pattern probe sets both in seedling and flag leaves.

### The phase distribution of rice diurnal pattern genes in seedling and flag leaves

To further analyze the rice diurnal-pattern genes in seedling and flag leaves, all these genes were disassembled based on their phase of the cosine-curve model. The distribution of these probe sets in seedling and flag leaves are shown in Figure 4A and 4B, respectively. The distribution in two biological replicates was almost identical. 

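OsLHY, which is expressed in the morning, peaked at 9.88 h in seedling leaves and 8.82 h in flag leaves, with amplitudes of 2.30 (standard error 0.27, adjusted p = 8.6e-06) and 3.43 (standard error 0.10, adjusted p = 2.6e-14). The pseudo-response regulators of the clock followed, with OsPRR73 at 16.7 and 15.0 h, OsPRR95 at 16.4 and 14.7 h, OsPRR37 at 17.3 and 16.0 h and OsPRR1 at 19.2 and 17.8 h. GI peaked at 18.2 h in seedlings and 17.0 h in flag leaves, and OsPCL1 last, at 22.0 and 21.8 h. All 7 clock genes were rhythmic in both tissues, and 6 were diurnal in seedlings and 7 in flag leaves. OsPCL1 was not diurnal in seedlings and held its flag leaf call under 15 of 20 settings. In seedlings it read 18853 and 15741 at 20 h but 2150 and 2103 at 44 h, whereas flag leaves read 25438 and 24238 at 44 h. Across genes, too, the seedling samples at 44 h were unlike those at 20 h. Peak times by the CC method fell from 1 h to 5 h for 1475 of the 5433 diurnal probe sets (27.1%, exact binomial 95% interval 26.0% to 28.4%) in seedling leaves and for 2027 of 11293 (17.9%) in flag leaves. From 19 h to 3 h they fell for 5190 (46.0%, interval 45.0% to 46.9%) in flag leaves and 1506 (27.7%) in seedling leaves. Both windows were taken from the phases the paper names and differ in length, so their shares do not compare with each other. In 2-h bins of seedlings 10.1% lay at 2 h, 17.1% at 4 h and 11.6% at 6 h, with hours 8 to 44. On these hours the seedling peaks of the probe sets in File S2 lie 0.8 to 1.2 h later than the study lists them. Whether the seedling peak extends past the phases of the paper therefore cannot be told from these bins. The intervals cover counting error only and take probe sets as independent. Replicate series differed by a median of 0.4 h, the step between the test cosines, and 97.9% of probe sets in seedling and 97.2% in flag leaves were within 2 h. The diurnal criteria already ask for correlated replicate series that each fit a cosine, so close peaks are largely built into this selection. For probe sets diurnal in both tissues the flag leaf peak minus the seedling peak had a median of -0.8 h, and 2106 of 3474 (60.6%) were within 2 h of each other. The sign rests on the hours assumed: with hours 7 to 43 in seedlings, chosen after the values were seen because they return the seedling peaks of File S2, the median was 0.2 h and 2281 (65.7%) were within 2 h. 

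**Figure D2:**
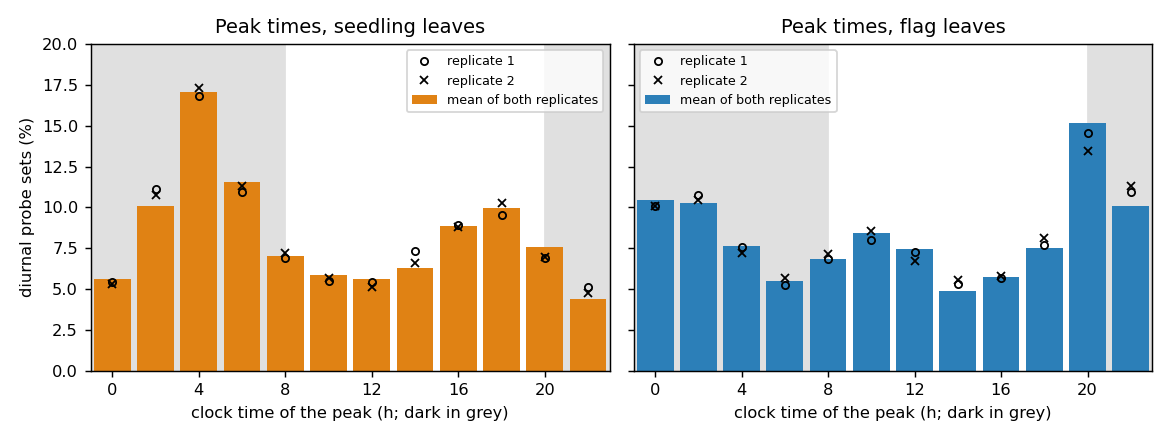
Share of diurnal probe sets (%) against the clock time of the peak in 2-h bins, for seedling and flag leaves, with bars for the mean of both replicates, circles for replicate 1 and crosses for replicate 2 and the dark in grey. The tallest bars are the bin at 4 h in seedling leaves (17.1%) and at 20 h in flag leaves (15.1%).

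**Figure D3:**
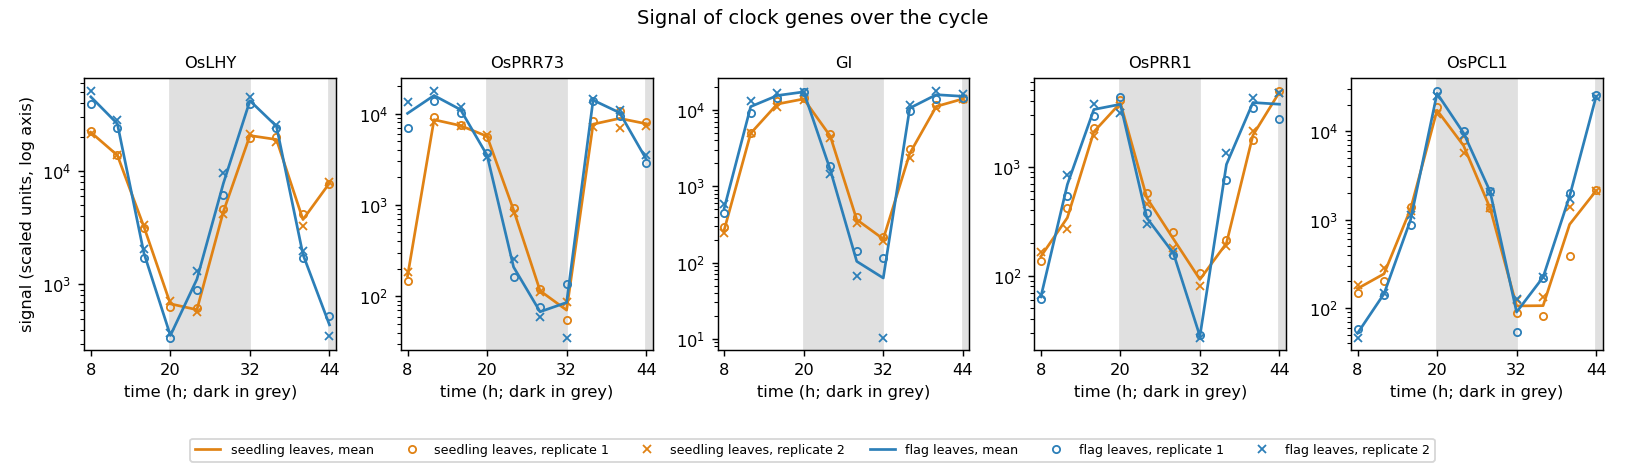
Signal (scaled units, log axis) against time in hours for 5 clock genes, with circles for replicate 1, crosses for replicate 2, lines for the mean of both, orange for seedling leaves, blue for flag leaves and grey for the dark. OsLHY is highest at 8 h and OsPCL1 at 20 h in both tissues.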

For seedling leaves, the phases were during 2:00 am to 4:00 am, whereas in flag leaves the phases were during 8:00 pm to 2:00 am.

**Figure 4:**
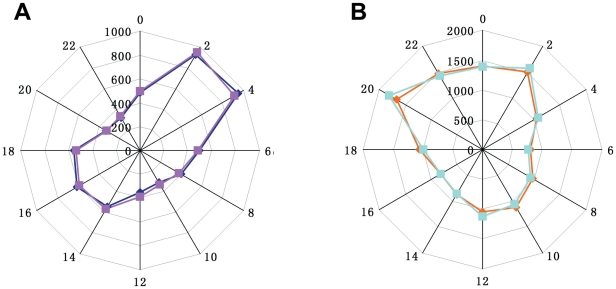
The phase distribution of the diurnal pattern probe sets in seedling leaves and flag leaves. **A.** The phase distribution of diurnal-pattern probe sets in seedling leaves: the dark blue indicates seedling leaf sample replicate 1, and the purple indicates seedling leaf sample replicate 2. **B**.The phase distribution of diurnal-pattern probe sets in flag leaves: the yellow indicates flag leaf sample replicate 1, and the light blue indicates flag leaf sample replicate 2

To elucidate the biological process of the rice diurnal-pattern genes involved, we employed gene ontology (GO) enrichment analysis [33] on the probe sets within each phase-period (Figure 5). In the enriched GO term distribution, along with the diurnal pattern phase, there were several interesting findings. 

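OsPSAG, a subunit of photosystem I, rose from 763 ± 104 (SD, n = 2) at 20 h to 30188 ± 7688 (SD, n = 2) at 8 h in flag leaves and from 823 ± 43.5 (SD, n = 2) at 24 h to 8628 ± 471 (SD, n = 2) at 12 h in seedlings. All 3 measured photosystem genes were diurnal with a peak in the light in seedlings and 2 of 3 in flag leaves, where GOS5 was not rhythmic at 0.05 (standard error 0.12, adjusted p = 0.91). PSB28, a photosystem II protein, was diurnal in both, in seedlings under 16 of 20 settings, and its limma call there ended with either replicate left out. The light-harvesting gene CAB2R peaked at 14.2 h in seedlings and 15.3 h in flag leaves. Of 5 Calvin cycle genes, 3 were diurnal in each tissue, and the Rubisco activase RCAA1 peaked at 10.9 h and 9.29 h with amplitudes of 0.80 (standard error 0.08) and 0.98 (standard error 0.11). Of 10 chlorophyll synthesis genes, 5 were diurnal in seedlings, all peaking in the light, and 8 in flag leaves, 6 of them in the light. CHLH, a subunit of magnesium chelatase, had amplitudes of 1.82 (standard error 0.19, adjusted p = 2.3e-06) in seedlings and 1.75 (standard error 0.15, adjusted p = 6.9e-08) in flag leaves, and HEMB, which makes porphobilinogen, 0.94 (standard error 0.10) and 1.39 (standard error 0.12). Heat shock proteins and chaperones stood for the response to abiotic stimulus. In flag leaves 16 of 32 were diurnal and 14 of these peaked in the light, against 45.5% of other diurnal genes (two-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 0.012 over 17 tests), whereas in seedlings 8 were diurnal and 4 peaked in the light. OsHsp18.0 had an amplitude of 2.44 (standard error 0.27, adjusted p = 9.9e-07) in flag leaves and 0.62 (standard error 0.09, adjusted p = 1.1e-04) in seedlings. By limma 24 of 26 heat shock genes were rhythmic in flag leaves and 12 of 25 in seedlings, the same counts adjusted over the list alone. The other light tests of these lists did not pass, and the closest was chlorophyll synthesis in seedlings (adjusted p = 0.064). Transporters and secondary metabolism had no list.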

Some important processes were induced by the light, such as photosynthesis, response to abiotic stimulus, transporters, and secondary metabolic processes. Some other biological processes related to the nucleus and ribosomes were active during the night: the transcriptional regulation-related processes such as RNA processing, RNA splicing and DNA repair, were enriched in the later afternoon and evening; circadian rhythm was enriched in late afternoon; and small GTPase-mediated signal transduction was highlighted in early morning. 

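Of 22 cytosolic ribosomal protein genes, 21 were diurnal in flag leaves, 17 with a peak in the dark, and 6 in seedlings, and by limma 21 of 22 were rhythmic in flag leaves and 12 of 22 (16 adjusted over the list alone) in seedlings. RPL5 peaked at 21.1 h with a signal from 3093 ± 986 (SD, n = 2) at 8 h to 11839.9 ± 62.6 (SD, n = 2) at 20 h, RPS4 at 20.5 h with an amplitude of 0.86 (standard error 0.10), and CYC07 at 19.8 h with 0.74 (standard error 0.08). Among other genes, 39.7% were diurnal in flag leaves (two-sided Fisher's exact test, adjusted p = 2.0e-06 over 38 tests) and 20.2% in seedlings (adjusted p = 0.70, and 0.015 without the 44 h arrays). The share in the light, 4 of 21, had an adjusted p of 0.064 over 17 tests by the same exact test, with 0.0062 to 0.087 under the alternatives. Their rhythm differed between tissues in 20 of 22 (21 adjusted over the list alone). Of 7 splicing factors, 2 were diurnal in seedlings with peaks in the dark and 4 in flag leaves, 2 of them in the light: SC34 peaked at 21.8 h and RSZ21A at 14.1 h, with amplitudes of 0.39 (standard error 0.08), not rhythmic without replicate 1, and 1.35 (standard error 0.15). None of 11 DNA repair genes was diurnal in seedlings and 3 were in flag leaves, among them the endonuclease OsFEN-1, which peaked at 21.1 h with 0.73 (standard error 0.10, adjusted p = 1.1e-05). By limma 3 of 9 were rhythmic in seedlings and 9 of 10 in flag leaves, the same counts adjusted over the list alone. Clock genes were diurnal more often than other genes in seedlings (6 of 7, exact test, adjusted p = 0.0074) and in flag leaves (7 of 7, adjusted p = 0.020, which became 0.20 with limma's rhythmic genes and 0.10 without the 44 h arrays). Of 12 small GTPase genes, 2 were diurnal in seedlings and 3 in flag leaves, and OsRan1, which serves nuclear transport, peaked at 23.0 h in seedlings, where its limma call ended with either replicate left out, and 14.4 h in flag leaves. Gene Ontology terms were not used here. 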

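An enoyl-acyl carrier protein reductase of fatty acid synthesis, annotated ENR, peaked at 22.7 h in flag leaves, where its signal went from 68.3 ± 9.83 (SD, n = 2) at 12 h to 999.6 ± 171 (SD, n = 2) at 44 h, and was not rhythmic in seedlings. Its difference between tissues was 1.16 (adjusted p = 4.2e-06). Another gene of that name peaked at 21.2 h in flag leaves with an amplitude of 0.64 (standard error 0.08, adjusted p = 6.9e-06). OsSSI2, a stearoyl-acyl carrier protein desaturase, was diurnal in both tissues and peaked before dawn, at 7.12 h in seedlings and 6.37 h in flag leaves. Of the 4 measured genes of fatty acid synthesis, 1 was diurnal in seedlings and 3 in flag leaves, all with a peak in the dark. By limma 1 of 4 was rhythmic in seedlings and 4 of 4 in flag leaves, and the rhythm of 3 differed between tissues, the same counts adjusted over the list alone. Acetyl-CoA carboxylase ACC2, the fourth, reached 0.26 (standard error 0.07, adjusted p = 0.011) in flag leaves and did not pass with either replicate left out. Phosphorylation and protein modification had no list.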

Some flag leaves' specifically enriched GO terms were also shown in Figure 5, such as fatty acid biosynthesis processes in the early evening, phosphorylation at midnight, and post-translational protein modification from night to early dawn.

**Figure 5:**
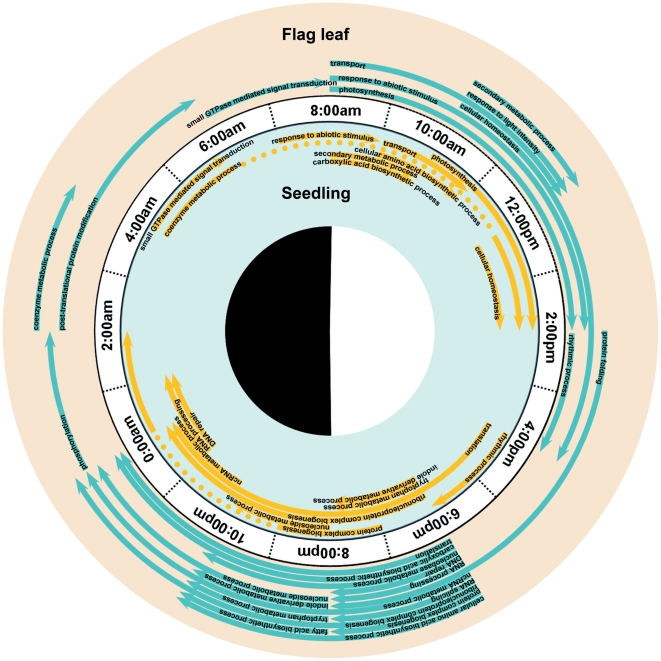
The Gene Ontology (GO) distribution along with the phase of the diurnal pattern probe-sets in seedling leaves and flag leaves. The middle circle with time stamp indicates the day–night cycle, inside for GO term distribution of seedling leaves and outside for flag leaves. Each line arc indicates the start point and end point (with arrow sign) of one GO term, the dashed arc indicates the temporary break of the GO term. The name of each GO term is shown on the arc.

Further, we predicted common motifs in the promoter regions (2 kb, 5′-upstream of the ATG) of the genes with the same diurnal pattern phase. The possible diurnal cis-regulatory elements were identified using the published Web-based program ELEMENT [25] (http://element.cgrb.oregonstate.edu/) for rice genes distributed over the different phases of the entire day (Table 2). There were several diurnal-related cis-elements with significant presence in seedling and flag leaves, including Morning Element (ME, *CCACAC*), Evening Element (EE, *TATC*), SORLIP2AT (*GGCCC* or *GGGCC*), DOFCOREZM (*AAAG*), midnight enriched telobox (TBX, *AACCCT*), Element II of Arabidopsis PCNA-2 (*GGCCCA*, *TGGGCC*, or *AGCCCA*), AtSR1 (CaMBP, *CGCG*), ARR1AT, EECCRCAH1 (*AAAATC*), and TATABOX5. In flag leaves, the ME combined with the G-box (CACGTG) was significantly enriched in morning-expressed genes. Some important motifs were only present in the promoters of the flag leaves' preferentially expressed genes, such as GCCcore, CGACG element, SURECOREATSULTR11 (*GAGAC*, G-box/ABRE (*CACGTG*), BIHD1OS and WRKY71OS (*ATGTCA*).

**Table 2:** Common motifs in the promoter regions of diurnal pattern genes in phases.

Element	Phase	*0*	*2*	*4*	*6*	8	10	12	14	16	18	*20*	*22*	Annotation
*TATC*	Flag leaf	√	√						√	√	√	√	√	Evening Element (EE)
	Seedling								√	√	√	√		
*GGCCCA*	Flag leaf	√	√	√	√	√	√			√	√	√	√	Element II ofArabidopsis PCNA-2
	Seedling	√	√	√	√									
*TGGGCC*	Flag leaf	√	√	√	√					√	√	√	√	Element II ofArabidopsis PCNA-2
	Seedling	√	√											
*AGCCCA*	Flag leaf										√	√	√	Element II ofArabidopsis PCNA-2
	Seedling													
*GCCCA*	Flag leaf	√	√	√	√	√	√			√	√	√	√	overrepresented inthe OxPhos promoter
	Seedling	√	√	√	√									
*GGCCC*	Flag leaf	√	√	√	√	√	√				√	√	√	SORLIP2AT
	Seedling	√	√	√	√									
*GGGCC*	Flag leaf	√	√	√	√	√	√			√	√	√	√	SORLIP2AT
	Seedling	√	√	√	√									
*GCCGCC*	Flag leaf	√										√		GCCCORE
	Seedling													
*AACCCT*	Flag leaf										√	√	√	TBX,overrepresentedaround midnight
	Seedling											√		
*GATAA*	Flag leaf	√	√	√	√	√							√	I-box; rbcSt;
	Seedling									√	√			
*CAAAAC*	Flag leaf				√	√					√	√		ANAERO4CONSENSUS
	Seedling													
*CGCTT*	Flag leaf											√		WINPSTPIIIK
	Seedling	√												
*AAAG*	Flag leaf	√	√	√	√	√	√	√	√		√	√	√	DOFCOREZM
	Seedling	√	√	√	√				√	√	√	√		
*CCACAC*	Flag leaf					√	√	√						morning element (ME)RBCSBOX2PS
	Seedling					√	√							
*CACGTG*	Flag leaf					√	√	√	√		√			G-box/ABRE
	Seedling													
*ACGTG*	Flag leaf					√	√	√	√	√	√			ACGTATERD1
	Seedling					√								
*GCCAC*	Flag leaf					√	√							SORLIP1AT
	Seedling				√	√	√							
*CGCG*	Flag leaf			√	√	√	√	√	√					AtSR1(CaMBP)
	Seedling			√	√	√								
*CGACG*	Flag leaf					√	√	√						CGACG element
	Seedling													
*GAAAAA*	Flag leaf			√	√	√	√	√	√	√				GT1CONSENSUS andGT1GMSCAM4
	Seedling				√	√				√	√	√		
*GAGAC*	Flag leaf				√	√	√	√						SURECOREATSULTR11
	Seedling													
*AAATAA*	Flag leaf					√	√							TATABOX5
	Seedling				√	√								
*AAAATC*	Flag leaf								√	√	√	√		ARR1AT and EECCRCAH1
	Seedling									√	√			
*ATGTCA*	Flag leaf										√	√		BIHD1OS and WRKY71OS
	Seedling													

Sign √ indicates the element significantly present in the promoters of the genes shown diurnal pattern in proper phase.

### Rice transcription factor gene families with diurnal patterns in flag and seedling leaves

There were large numbers of transcription factor genes with diurnal patterns in both seedling and flag leaves. Several gene families of transcription factors, such as EIL, ZIM and ZF-HD, showed a flag-leaf-preferred diurnal pattern. 

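Among the transcription factor families in the part of File S1 that was used here, which the study had selected as diurnal in flag leaves and which is therefore not independent evidence, 95 of 109 probe sets (87.2%) were diurnal in flag leaves. Of these, 60 (63.2%) were not diurnal in seedlings, and limma found a different rhythm in 71 of the 107 tested. Neither share is particular to transcription factors. Over all probe sets, 7819 of the 11293 diurnal in flag leaves were not diurnal in seedlings. The rhythm differed in 71.1% of those tested that were diurnal in flag leaves alone and in 64.8% of those diurnal in both tissues. All 4 probe sets of the EIL family were diurnal in flag leaves and none in seedlings, and the rhythm of all 4 differed between tissues. For bZIP factors 10 of 11 probe sets were diurnal in flag leaves, 8 of them not in seedlings, and for homeobox factors 9 of 9, with 7 not in seedlings, and the rhythm differed in 8 of 11 and 5 of 9. The MADS family had 7 of 7, with 5 not in seedlings, whereas AP2-EREBP had 8 of 11, with 2 not in seedlings, and the rhythm differed in 6 of 7 and 6 of 11. Of CONSTANS-like factors 4 of 4 were diurnal in flag leaves and 3 of the 4 in seedlings, and the rhythm of all 4 differed between tissues. WRKY factors had 4 of 4 diurnal in flag leaves, 2 of them not in seedlings, and a different rhythm in 3 of 4, and NAC factors 2 of 3, 1 of them not in seedlings, and a different rhythm in 2 of 3. Of 6 WRKY genes in a separate list of symbols, 1 was diurnal in each tissue, OsWRKY62 in seedlings with 0.69 (standard error 0.10, adjusted p = 1.0e-04) and OsWRKY51 in flag leaves with 0.34 (standard error 0.10, adjusted p = 0.019). The limma call of OsWRKY62 ended without replicate 1, and that of OsWRKY51 with 12-h terms added or without the 44 h arrays. Of 8 NAC genes 1 was diurnal in each, and OsNAC2 in seedlings held its call under 15 of 20 settings, and its limma call ended without replicate 2. By limma the rhythm of no WRKY gene of 6 (3 at an unadjusted p under 0.05) and of 3 NAC genes of 7 differed between tissues, the same counts adjusted over the list alone.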

About 65% of overall transcription factors were flag leaf preferred (Table 3). There were 20 families with a higher proportion of flag-leaf-preferred diurnal pattern, five were >90%, eight were within 80 to <90%, another four within 70 to <80%, and three within 65 to <70%.

**Table 3:** The rice transcription factors families showing flag leaf prefer diurnal patterns.

TF family	Seedling	Flag leaf	Flag leaf prefer	%
zf-HD	0	8	8	100.00
EIL	0	7	7	100.00
ZIM	1	6	6	100.00
SNF2	5	18	17	94.44
ABI3VP1	1	10	9	90.00
TCP	3	8	7	87.50
SET	5	19	16	84.21
MYB	13	24	20	83.33
Alfin-like	1	6	5	83.33
Jumonji	3	6	5	83.33
WRKY	10	26	21	80.77
NAC	13	20	16	80.00
PHD	6	20	16	80.00
ARF	7	19	15	78.95
AUX/IAA	6	17	13	76.47
C2H2	20	30	22	73.33
HB	17	41	29	70.73
C3H	19	40	27	67.50
MADS	9	12	8	66.67
TUB	4	9	6	66.67
AP2-EREBP	20	40	26	65.00
HSF	7	17	11	64.71
bHLH	21	28	18	64.29
CCAAT-HAP	7	14	9	64.29
MYB-related	16	37	23	62.16
Trihelix	5	13	8	61.54
GRAS	10	15	9	60.00
OVERALL	383	747	490	65.60

### Diurnal patterns of starch and sucrose metabolism related genes in seedling and flag leaves

The rice genes related to starch synthesis are essential to improving grain quality (such as eating and cooking quality). We searched the possible rice orthologs for the Arabidopsis starch-related genes, and made a rice gene-expression profile for the diurnal changes of sucrose metabolism-related enzymes in seedling and flag leaves, which were further displayed by MapMan (Version 3.0). We employed BLAST to map the probe sets to the BINs of MapMan, giving detailed mapping information of every probe set with a diurnal pattern (File S2). The phase distribution of the diurnal pattern probe-sets related to starch and sucrose biosynthesis and degradation pathways in seedling and flag leaves are shown in Figure 6A and 6B, respectively. There were similarities and a diversity of diurnal patterns between rice flag leaves and seedling leaves. 

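Granule-bound starch synthase 1b, which makes amylose in leaves, was diurnal in flag leaves with 3.68 (standard error 0.20, adjusted p = 1.9e-10), and soluble starch synthase 3, which elongates amylopectin chains, with 2.47 (standard error 0.16, adjusted p = 1.7e-09). Soluble starch synthase 3 peaked at 11.0 h in flag leaves, rising from 501 ± 34.7 (SD, n = 2) at 20 h to 16320.3 ± 3145 (SD, n = 2) at 12 h, and at 10.4 h in seedlings, from 641 ± 134 (SD, n = 2) at 24 h to 4107 ± 658 (SD, n = 2) at 32 h. Soluble starch synthase 1 peaked in the light in flag leaves, at 12.9 h with 2.20 (standard error 0.26, adjusted p = 2.2e-06), and before dawn in seedlings, at 5.65 h with 0.48 (standard error 0.07, adjusted p = 1.3e-04). Its diurnal calls held under 14 and 16 of 20 settings, and in seedlings its limma call ended without replicate 2. Of the starch synthase probe sets in the list of the study, 13 of 13 were diurnal in flag leaves, 11 with a peak in the light, and 10 of 10 in seedlings, 7 with a peak in the light. For starch branching enzymes 5 of 6 peaked in the light in flag leaves, with branching enzyme IIB at 14.9 h (2.11, standard error 0.21, adjusted p = 4.1e-07), and the 1 listed for seedlings, the same enzyme, peaked by the CC method in the light. The exception in flag leaves was the branching enzyme of LOC_Os06g26234, which peaked at 21.5 h. With ARSER alone, 4 synthesis probe sets peaked in the light in seedlings. The list was chosen by the study on these samples and is not independent evidence. 

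**Figure D4:**
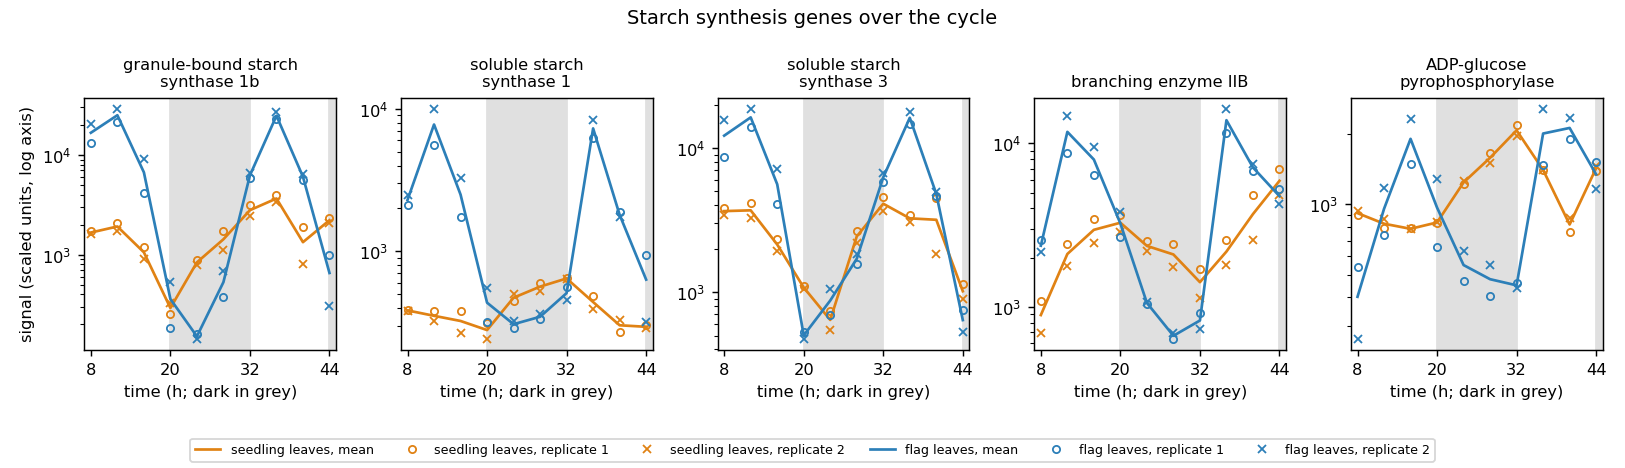
Signal (scaled units, log axis) against time in hours for 5 starch synthesis genes, with circles for replicate 1, crosses for replicate 2, lines for the mean of both, orange for seedling leaves, blue for flag leaves and grey for the dark. Soluble starch synthase 3 falls to 501 in flag leaves and 641 in seedlings.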

The enzymes involved in the starch synthesis pathway mainly showed a daytime diurnal phase both in seedling and flag leaves. 

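Starch cleavage genes were split between day and night in flag leaves and peaked at night in seedlings, where the glucan water dikinase peaked in the light. The beta-amylases of LOC_Os10g41550 and LOC_Os10g32810 peaked at 2.46 h and 11.2 h in flag leaves, with amplitudes of 3.22 (standard error 0.39, adjusted p = 3.5e-06) and 2.54 (standard error 0.23, adjusted p = 8.5e-08). The alpha-amylase of LOC_Os01g51754 peaked at night in both tissues, at 1.10 h in flag leaves (1.19, standard error 0.17) and 3.30 h in seedlings (0.85, standard error 0.12). Of the probe sets listed by the study for starch cleavage, 17 of 19 were diurnal in flag leaves, 8 of them in the light, and 6 of 7 in seedlings, none in the light. Both starch phosphorylases peaked in the light in flag leaves, and the L isozyme of LOC_Os03g55090 went from 12.1 ± 14.4 (SD, n = 2) at 28 h to 2324 ± 314 (SD, n = 2) at 40 h there and from 129.9 ± 44.1 (SD, n = 2) at 8 h to 801 ± 28.0 (SD, n = 2) at 20 h in seedlings, where its peak at 20.6 h was in the dark (adjusted p of the difference = 8.8e-10, its size depending on the constant added to the dim flag leaf signals). All 3 sucrose-phosphate synthase probe sets, listed by the study under sucrose synthesis, were diurnal in both tissues, and that of LOC_Os01g69030 peaked at 7.96 h in flag leaves and 10.4 h in seedlings. For hexokinases 4 of 4 and for fructokinases 6 of 7 were diurnal in flag leaves, and isoamylase, a debranching enzyme, peaked at 0.589 h. In all, 74 of 83 probe sets listed for flag leaves were diurnal (40 in the light) and 33 of 36 listed for seedlings (14 in the light), and 29 of each were diurnal in the other tissue as well. The seedling count fell to 16 with ARSER alone.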

Overall, more probe sets with diurnal patterns occurred in flag leaves compared to seedling leaves: e.g. in the starch synthesis pathway, the majority of related genes showed a diurnal pattern during day time, both in seedling and flag leaves, but the genes encoding ADP-glucose pyrophosphorylases (AGPases) and starch-branching enzymes had significant diurnal patterns in flag leaves. Furthermore, the pathways derived from Tian et al. [34] showed diurnal patterns of individual enzymes in the starch synthesis pathway (Figure S3).

**Figure 6:**
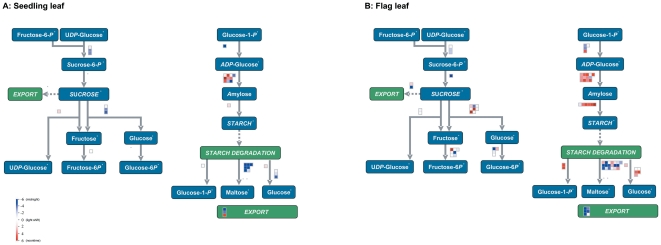
The diurnal pattern of key genes in starch and sucrose related pathway. The phase of each probe set was redefined as its relation to the time point of light shift (the start or the end of night). Red, blue and white squares to indicate the noon, midnight and light shift phase of the probe set, respectively.

### Comparative analysis of rice and Arabidopsis diurnal pattern genes

There were similarities and differences between Arabidopsis and rice transcriptome analyses throughout the diurnal cycle. Recently, a large body of Arabidopsis expression profiling data related to diurnal or circadian rhythms was made publicly available. We selected the raw data (NCBI's Gene Expression Omnibus (GEO) accession number: GSE3416) from the study by Blasing [1] on diurnal gene expression of 5-6-week-old rosette leaves in *Arabidopsis thaliana* Col-0, and recalculated the diurnal pattern genes using the same approach, i.e. combining ARSER and CC. The detailed diurnal pattern Arabidopsis genes of GSE3416 are also listed in File S1. Thus, it is possible to compare the Arabidopsis diurnal pattern genes with those we identified in rice seedling leaves and flag leaves. Using the regular BLAST method, a close homolog between rice and Arabidopsis genes was mapped. Most diurnal-pattern genes in seedling and flag leaves had the Arabidopsis homolog (Table 4), and about half of these had a diurnal expression pattern. However, there were a large number of genes preferentially expressed with a diurnal pattern in rice flag leaves and seedling leaves that were not found in Arabidopsis leaves.

**Table 4:** Comparison between rice diurnal pattern genes in seedling leaves and flag leaves with Arabidopsis genes.

	Probe set ID	Match to Arabidopsis	Probe set ID (with Arabidopsis diurnal gene)	%
Diurnal in flag leaf	13773	11916	5868	49.24%
Diurnal in seedling	6266	5515	2792	50.63%
Overlap	4394	3942	2116	53.68%
Flag leaf prefer	9379	7974	3752	47.05%

Some phase specific diurnal cis-elements were compared between rice and Arabidopsis. The morning element, G-box, Evening Element, TBX and Element II of PCNA-2 were conserved and enriched in similar phases across rice and Arabidopsis. We also compared the GO term distribution between Arabidopsis and rice diurnal-pattern genes (Figure 7). Several processes such as photosynthesis and indole-derivative metabolic processes were similar between rice and Arabidopsis; however, many (e.g. rhythmic processes and RNA processing) were in different phases between the species.

**Figure 7:**
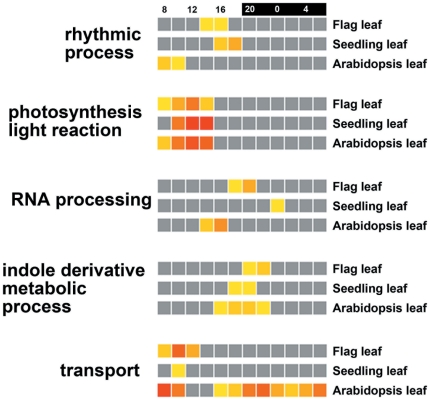
Selected GO term distribution along with the phase of the diurnal pattern between Arabidopsis and rice leaves. The comparison is displayed in HTML table mode for rice flag leaf, rice seedling leaf, and Arabidopsis leaf. The color blocks (yellow-to-red) represent the level of each term at a certain time-point. The greyscale represents non-significant enrichment.

## Discussion

### Identification of diurnal pattern genes in rice seedling and flag leaves

A variety of methods have been developed to extract the cycling-expressed genes from microarray data for circadian rhythm or diurnal research. The computational methods mainly fall into two categories: traditional time-series spectral analysis and cosine-based pattern matching methods. The advantages of the traditional spectral method are that they have been widely used to analyze time-series, and many programs are available for their calculation; however, their limitation is that they only perform well for long time-series. For microarray data, which usually have only a few points (due to high costs), the traditional spectral methods do not efficiently detect the exact diurnal or circadian rhythm period [35]. The cosine-based pattern matching methods are mathematically convenient with a reasonably good description of well-defined properties; however, they may not efficiently identify non-sinusoidal periodic patterns. Thus it is essential to use a suitable approach to identify the rhythmically-expressed genes during our analysis of diurnal microarray data.

The ARSER method [32] combines the time-domain and frequency-domain analyses and was shown efficient in identifying the periodicity in short time-series. Comparing with other cycling algorithms, ARSER can handle noise in the expression data and identify periodic patterns from limited sample-sizes and low numbers of replications of short time-series. Particularly, unlike cosine-curve-based algorithms, ARSER can identify both non-sinusoidal and sinusoidal patterns. For example, two transcripts with sinusoidal expression pattern can be identified as periodic by both ARSER and CC methods (Figure 2A and 2B), while one transcript with a non-sinusoidal (spike) expression pattern was identified as periodic by ARSER (Figure 2C). ARSER determines the statistically significant periodic transcripts by FDR q-values, which are calculated based on the distribution of p-values. The period range for computing will also impact on the selection of gene sets during the analysis of microarray data. By setting appropriate values for parameters, we could get more significant results using ARSER.

The combined use of ARSER and CC methods showed some special periodic patterns that were non-sinusoidal periodic patterns, such as probe set Os.22928.2.S1_at (Figure 2C) with a periodic expression value and a spike-shaped pattern according to HAYSTACK (http://haystack.cgrb.oregonstate.edu/). This approach appears to be efficient in analyzing short time-series compared with the spectral method and has a simpler computational procedure than for nonlinear curve fitting.

Combining the mathematical model and the reproducibility in biological replicates, we globally defined 6,266 (10.96%) diurnal probe-sets in seedling leaves and 13,773 (24.08%) in flag leaves. Transcriptome analysis showed that gene transcription levels in flag leaves were mostly of diurnal rhythm. Recently, a maize custom high-density 105 K Agilent microarray was conducted to investigate the diurnal expression patterns between the leaf and developing ears; about 22.7% (10,037) of expressed transcripts exhibited a diurnal cycling pattern in leaves, but only 0.39% (47) in developing ears [22]. These results indicated that the diurnal rhythms are related to developmental stages and tissue specificity, revealing a ‘third-dimension’ of diurnal rhythm regulation.

### Interactions between diurnal patterns and plant hormone signalling regulation in rice leaves

Light is a key environmental cue, and interactions among light, plant hormones and the circadian clock appear to control the diurnal patterns of plant growth. We analyzed the rice transcription factor families with flag-leaf-preferred diurnal patterns, and the results suggested that ethylene may also affect the diurnal pattern in rice flag leaves (Table 3). For example, four ethylene-insensitive3-like (*EIL*) genes (*LOC_Os07g48630*, *LOC_Os03g20780*, *LOC_Os03g20790* and *LOC_Os09g31400*) were identified as diurnal only in flag leaves but not seedling leaves. 

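Both probe sets of LOC_Os07g48630, an ethylene-insensitive3-like regulator of ethylene responses, rose before dawn in flag leaves, the brighter from 1187 ± 166 (SD, n = 2) at 16 h to 5315 ± 636 (SD, n = 2) at 32 h. Its amplitude was 0.84 (standard error 0.10, adjusted p = 3.4e-06) in flag leaves and 0.17 (standard error 0.16, adjusted p = 0.65) in seedlings, and the difference was 0.81 (adjusted p = 0.0021). The seedling signal was highest at the last time point, with 7268 ± 1548 (SD, n = 2) at 44 h. LOC_Os03g20780, measured by 2 probe sets, was diurnal in flag leaves alone as well, with amplitudes of 0.35 (standard error 0.05, adjusted p = 4.6e-05) and 0.25 (standard error 0.05, adjusted p = 7.9e-04) there and 0.06 (standard error 0.05) and 0.03 (standard error 0.05) in seedlings. Differences between tissues passed for both, at 0.34 (adjusted p = 4.3e-04) and 0.27 (adjusted p = 0.0059). Without replicate 1 the differences of these 3 probe sets did not pass, and with either replicate left out both differences of LOC_Os03g20780 and the smaller of its flag leaf amplitudes did not. Of the 2 genes annotated OsEIL1, both were diurnal in flag leaves and neither in seedlings, by limma both were rhythmic in flag leaves and 1 in seedlings, the rhythm of both differed between tissues, and the one that peaked at 17.5 h had 1.16 (standard error 0.17, adjusted p = 2.8e-05). LOC_Os03g20790 and LOC_Os09g31400 could not be matched to a probe set.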

*EIL* may be involved in the ethylene signal-transduction pathway. Additionally, we also found that TIFY family proteins (recently discovered to play a critical role in repression of jasmonate signalling [36], [37], [38], [39], [40]), might also affect the rice diurnal pattern. Among 20 rice *TIFY* genes, only *OsTIFY11a* (*OsJAZ9*, *LOC_Os03g08310*) showed a diurnal pattern in seedling leaves, while another five showed a diurnal pattern in flag leaves, including *OsTIFY3* (*OsJAZ1*, *LOC_Os04g55920*), *OsTIFY6a* (*OsJAZ3*, *LOC_Os08g33160*), *OsTIFY6b* (*OsJAZ4*, *LOC_Os09g23660*), *OsTIFY10b* (*OsJAZ7*, *LOC_Os07g42370*) and *OsTIFY10c* (*OsJAZ8*, *LOC_Os09g26780*).

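OsTIFY6b, one of the repressors of jasmonate signalling, rose towards the morning in flag leaves from 1315 ± 115 (SD, n = 2) at 20 h to 7309 ± 1196 (SD, n = 2) at 32 h, with 1.20 (standard error 0.07, adjusted p = 9.3e-10). Its seedling amplitude of 0.34 (standard error 0.09, adjusted p = 0.014) did not pass with either replicate left out. OsTIFY3 and OsTIFY10b were diurnal in flag leaves with peaks at 11.0 h and 9.18 h and amplitudes of 0.72 (standard error 0.07) and 0.57 (standard error 0.09), and OsTIFY6a with 0.38 (standard error 0.09, adjusted p = 0.0034) under 13 of 20 settings, though it was not rhythmic without replicate 2. OsTIFY10c was rhythmic in flag leaves, with 1.08 (standard error 0.16, adjusted p = 3.6e-05), and met the combined criteria under 6 of 20 settings, among them the log2 scale and the spectrum fitted by maximum likelihood, though not under the main one. In seedlings OsTIFY11a was diurnal, between 109 ± 1.13 (SD, n = 2) at 24 h and 392 ± 24.1 (SD, n = 2) at 40 h, under 14 of 20 settings, and so was OsTIFY2a with 0.35 (standard error 0.06, adjusted p = 2.7e-04). The limma call of OsTIFY11a ended without replicate 1 and that of OsTIFY2a without replicate 2. Of 17 measured TIFY genes, 2 were diurnal in seedlings and 5 in flag leaves. Both shares lay below those of other genes given with the ribosomal proteins, so the counts show no excess of diurnal TIFY genes. By limma 10 of 15 were rhythmic in seedlings (11 adjusted over the list alone) and 9 of 13 in flag leaves (11), and the rhythm of 10 of 15 (11) differed between tissues. OsTIFY11b had the largest difference of the list, 2.53 (adjusted p = 4.3e-06), and was diurnal in neither tissue.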

Rice diurnal microarray analysis showed that some abscisic acid (ABA)-dependent transcription factor genes (e.g. *ABI3VP1* and *OsNAC5*) had a significant diurnal pattern in rice flag leaves (Table 3). 

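OsNAC5 (LOC_Os11g08210), a NAC factor that responds to abscisic acid and stress, was highest in the first part of the day in flag leaves, going from 1169 ± 161 (SD, n = 2) at 20 h to 11963 ± 5209 (SD, n = 2) at 12 h and peaked at 8.63 h, with 1.50 (standard error 0.13, adjusted p = 7.6e-08). In seedlings it stayed between 6698 ± 283 (SD, n = 2) at 28 h and 9087 ± 1097 (SD, n = 2) at 32 h and was not rhythmic (0.07, standard error 0.06, adjusted p = 0.65). Its difference between tissues was 1.52 (adjusted p = 7.9e-09). The diurnal call in flag leaves held under 15 of 20 settings. A pair of probe sets annotated with the same name were rhythmic in flag leaves by limma with 1.60 (standard error 0.23, adjusted p = 2.0e-05) and 1.37 (standard error 0.21, adjusted p = 5.1e-05), but their replicate series correlated at 0.481 and 0.418, and they were not diurnal. ABI3VP1 genes were not among those examined.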

Common motifs such as CACGTG (G-box/ABRE), ACGTG (ABRELATERD1) and CACG (NAC core motif), were identified in the promoter regions (2 kb 5′-upstream from the ATG) of the genes with similar diurnal pattern peaks in the day time (from phase 8 to phase 18). In Arabidopsis, a large number of ABA-responsive and/or methyl jasmonate (MeJA)-responsive genes were identified with oscillation expression diurnally and robustly during the light–dark cycle [14], [15]. Plant stomatal movements are rhythmic and ABA can regulate the diurnal oscillator period [41], [42]. From motif analysis (Table 2), we also found that CGCG Box (calmodulin-binding) was enriched in the promoter regions of the diurnal genes with expression peaks from morning to noon (phases 6, 8, 10, 12 and 14). This may be related to the possible dynamic change of the concentration of internal calcium which oscillates diurnally, peaking during the day and dropping at night.

Auxin is a key regulator of plant growth and development, and auxin signal transduction can be regulated by the circadian clock in Arabidopsis [15], [43]. The plant sensitivity to auxin was observed to vary according to the time of day. Through microarray analysis, several AUX/IAA and ARF genes showed significant diurnal patterns in rice flag and seedling leaves. 

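OsIAA6, a repressor of auxin signalling, rose at night in flag leaves from 154 ± 89.9 (SD, n = 2) at 40 h to 3080.1 ± 56.4 (SD, n = 2) at 28 h, with 1.92 (standard error 0.21, adjusted p = 9.8e-07) and a peak at 2.56 h. OsIAA9 peaked at 2.62 h in flag leaves (adjusted p = 2.1e-07), where its signal fell to 20.1 ± 15.8 (SD, n = 2) at 36 h and the amplitude depends on the constant added, and was not rhythmic in seedlings (0.35, standard error 0.26, adjusted p = 0.51). Of 26 measured AUX/IAA genes, 4 were diurnal in seedlings, all with a peak in the dark, and 11 in flag leaves, 3 of them in the light. OsIAA30 and OsIAA10 were among those of seedlings, with 0.62 (standard error 0.09, adjusted p = 7.3e-05) and 0.58 (standard error 0.09, adjusted p = 1.1e-04), and the call of OsIAA30 held under 15 of 20 settings. By limma 12 of 20 were rhythmic in seedlings and 13 of 16 in flag leaves, the same counts adjusted over the list alone, and the rhythm of 10 of 20 (11 adjusted over the list alone) differed between tissues. Auxin response factors, which bind the promoters of auxin-regulated genes, were diurnal in 4 of 17 genes in seedlings and 9 in flag leaves. OsARF9 peaked before dawn in flag leaves at 6.04 h, from 1201 ± 204 (SD, n = 2) at 20 h to 7392 ± 1784 (SD, n = 2) at 8 h, and OsARF15 at 6.01 h with 0.73 (standard error 0.09, adjusted p = 3.3e-06). OsARF10 peaked in the afternoon at 14.4 h with 0.70 (standard error 0.09, adjusted p = 3.8e-06), and OsARF8 near midnight in both tissues, at 0.889 h in seedlings, where its limma call ended without replicate 2, and 0.219 h in flag leaves. Rhythmic response factors numbered 6 of 16 in seedlings and 13 of 15 in flag leaves, and the rhythm of 11 of 16 differed, the same counts adjusted over the list alone.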

Through promoter analysis for the rice diurnal genes, we found that common motif ATGTCA/TGTCA [SURECOREATSULTR11, the core of sulfur-responsive element (SURE) which contains auxin response factor (ARF) binding sequence] was significantly enriched in the promoter regions of the diurnal genes in flag leaves, with expression peaks from morning to noon (phases 8, 10 and 12), while in seedling leaves the expression peaks were in the evening (phase 22).

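Of 11 measured diterpene cyclases and kaurene oxidases, which act in the synthesis of gibberellins and of related defence compounds, 5 were diurnal in seedlings, all with a peak in the dark, and 1 in flag leaves. OsKS10 went from 99.7 ± 2.47 (SD, n = 2) at 16 h to 1475 ± 182 (SD, n = 2) at 28 h in seedlings, with 1.35 (standard error 0.17, adjusted p = 1.5e-05), and averaged only 59.6 in flag leaves. OsCPS2 rose from 133 ± 11.0 (SD, n = 2) at 8 h to 1409.8 ± 244 (SD, n = 2) at 24 h in seedlings with 1.06 (standard error 0.24, adjusted p = 0.0055), and was not rhythmic in flag leaves (0.33, standard error 0.32, adjusted p = 0.62). OsKS3 peaked at 1.23 h in seedlings with 1.00 (standard error 0.16, adjusted p = 1.8e-04), and the kaurene oxidase OsKO1 at 23.0 h in seedlings and 23.9 h in flag leaves, with 0.48 (standard error 0.08, adjusted p = 2.0e-04), which did not pass without replicate 1, and 0.81 (standard error 0.13, adjusted p = 9.6e-05). A lower share in flag leaves than among other genes did not pass a two-sided Fisher's exact test (adjusted p = 0.23 over 38 tests, 0.021 to 0.54 under the alternatives), except with limma's rhythmic genes. By limma 6 of 7 were rhythmic in seedlings and 1 of 6 in flag leaves, and the rhythm of 2 of 8, OsKS3 and OsCPS2, differed between tissues, the same counts adjusted over the list alone. Calls of OsKS10 and OsCPS2 in seedlings held under 17 and 17 of 20 settings, and with either replicate left out the limma call of OsCPS2 and both differences ended, that of OsKS3 also with log2(signal + 1) and without the 40 h arrays. Genes were taken by symbol and were not equated with loci of the paper.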

From the diurnal genes in flag and seedling leaves, some gibberellin-mediated signalling and metabolic-related genes were enriched in seedling leaves, including ent-kaurene synthase A (*LOC_Os04g09900* and *LOC_Os02g36210*), ent-kaurene synthase B (*LOC_Os02g36140*, *LOC_Os04g10060*, *LOC_Os11g28530* and *LOC_Os12g30824*) and ent-kaurene oxidase (*LOC_Os06g37364*). Among the seven gibberellin-related genes, two (*LOC_Os12g30824* and *LOC_Os06g37364*) also peaked at midnight in flag leaves.

### Starch metabolism in rice diurnal cycling

During the diurnal cycle, starch is stored in leaves in a pattern such that starch content increases during periods of light and decreases during darkness [44], [45], [46]. Starch is one of the most important compounds synthesized by plants, and higher starch levels in leaves can lead to increased biomass. The carbon contained in leaves can be converted to ethanol for use as a bio-fuel and an alternate energy source. The genes related to starch synthesis are also essential for improving grain quality (e.g. eating and cooking quality). Our microarray-based diurnal gene identification showed similarities and diversity of diurnal patterns for starch metabolism-related genes between rice flag and seedling leaves (Figure 6 and Figure S3). The enzymes involved in the starch synthesis pathway mainly showed a daytime diurnal phase, both in seedling and flag leaves; whereas there were more genes of the starch synthesis enzymes with a diurnal pattern only in flag leaves (e.g. AGPase and SBE1). Our results showed no AGPases with a diurnal pattern in seedling leaves, but *LOC_Os09g12660* (the small subunit of AGPase) had a diurnal phase at 4:00pm in flag leaves. 

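The small AGPase subunit of LOC_Os09g12660 rose by day in flag leaves from 402 ± 192 (SD, n = 2) at 8 h to 2127 ± 319 (SD, n = 2) at 40 h and peaked at 15.8 h, with 1.13 (standard error 0.14, adjusted p = 6.1e-06). It was diurnal there under all 20 settings. In seedlings it rose at night, from 786 ± 6.72 (SD, n = 2) at 16 h to 2078 ± 172 (SD, n = 2) at 32 h, and its fitted peak lay at 5.04 h with 0.50 (standard error 0.08, adjusted p = 1.1e-04). That made it rhythmic in seedlings by limma, though not without replicate 2, and not diurnal, except with the spectrum fitted by maximum likelihood or with the linear trend removed before CC. The rhythms differed between tissues by 1.61 (adjusted p = 2.0e-08). AGPase subunits of LOC_Os08g25734 and LOC_Os03g52460 were also diurnal in flag leaves, with peaks at 8.59 h and 4.75 h and amplitudes of 0.34 (standard error 0.08, adjusted p = 0.0023) and 0.47 (standard error 0.09, adjusted p = 3.3e-04), and the call of the first held under 16 of 20 settings.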

AGPase catalyzes the reaction generating the sugar nucleotide ADP-glucose and inorganic pyrophosphate from glucose 1-phosphate and ATP, which is the first step of starch biosynthesis. AGPase is considered as a major enzyme controlling starch synthesis [47]. Starch branching enzyme (SBE) acts on glucose polymers through α-1,6-glucosidic bonds to form branches on the α-1,4-linked glucose backbone, which is also a key enzyme in the starch biosynthesis pathway [48], [49], [50]. In sorghum endosperm, three SBE genes showed a diurnal rhythm in gene expression levels during a 24-h cycle [51]. 

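The branching enzyme gene LOC_Os06g51084 (SBE1, annotated Rbe1) is measured by 4 probe sets, and all 4 were diurnal in flag leaves and none in seedlings. Their fitted peaks in flag leaves lay between 15.8 h and 16.2 h, and the brightest rose from 2518 ± 539 (SD, n = 2) at 28 h to 5364 ± 1459 (SD, n = 2) at 36 h. Amplitudes in flag leaves were 0.67 (standard error 0.09), 0.49 (standard error 0.10), 0.50 (standard error 0.08) and 0.52 (standard error 0.14), with adjusted p values from limma of 8.8e-06, 8.2e-04, 9.6e-05 and 0.0085. In seedlings the same probe sets had amplitudes from 0.07 to 0.12, and none was rhythmic. The difference between tissues passed for all 4, at 0.67 (adjusted p = 7.4e-05), 0.52 (0.0029), 0.58 (3.1e-04) and 0.52 (0.029). The dimmest of the 4 was diurnal under 18 of 20 settings, and its difference did not pass without replicate 1 or with no filter on dim probe sets. Probe sets of 1 gene are not independent evidence of its rhythm.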

Our result showed that four rice probe-sets matched *LOC_Os06g51084* (*SBE1*) with a diurnal pattern only in flag leaves. The starch metabolism genes with a diurnal pattern in flag leaves may play special roles during graining filling, beneficial to grain quantity and quality.

### Possible ribosome and chromatin related transcriptional regulation during light–dark diurnal cycle

Enriched GO term analysis for the assigned diurnal genes (Figure 5) showed that the genes related to the nuclear and ribosome-involved processes were active mostly during the period of light–dark change, which is similar to the GO phase distribution of diurnal transcripts in maize leaves [22]. This may be related to light-caused DNA mutations and DNA repair during the day and night. We also found that SNF2 family genes were significantly expressed with a diurnal pattern in flag leaves (Table 3). SNF2 is the catalytic subunit of the SWI/SNF chromatin remodelling complex and, SNF2-family genes play important roles in transcriptional regulation, maintenance of chromosome integrity and DNA repair [52], [53], [54], [55]. The Arabidopsis SWI2/SNF2 chromatin remodelling gene-family was reported to be involved in DNA damage response and recombination [53]. The diurnally-regulated SNF2 family genes may be related to changes in chromatin structure at the core of the diurnal oscillator, which may provide a clue concerning the regulation of diurnal progression by chromatin dynamics.

## Materials and Methods

### Plant materials

Seeds of rice (*Oryza sativa* subsp. *japonica* var. Nipponbare) were surface-sterilized in 5% (w/v) sodium hypochlorite for 20 min and then washed in distilled water three or four times, then germinated in water for 2 d at room temperature and 1 d at 37°C. The seedlings were transferred to water-saturated Whatman filter paper and grown in a greenhouse (28/25°C and 12/12 h of light/dark, and 83% relative humidity). After about 17 d, seedling leaves were harvested every 4 hours.

For flag leaf samples, the rice plants were grown in the field under natural conditions, within the May–October growing season, on an experimental farm in Zhejiang, China. Three-month-old rice plants were entrained into the greenhouse under the regular condition (32/30°C and 12/12 h of light/dark). Flag leaves were harvested every 4 hours.

### RNA isolation and Affymetrix GeneChip experiments

All leaf samples were homogenized in liquid nitrogen before isolation of RNA. Total RNA was isolated using TRIZOL® reagent (Invitrogen, CA, USA) and purified using Qiagen RNeasy columns (Qiagen, Hilden, Germany). For each sample, 8 µg of total RNA was used for making biotin-labelled cRNA targets; cDNA and cRNA synthesis; cRNA fragmentation, hybridization, washing and staining; and scanning, following the GeneChip Standard Protocol (Eukaryotic Target Preparation). In this experiment, a Poly-A RNA Control Kit and a One-Cycle cDNA Synthesis kit were applied. Affymetrix rice genome arrays were used for hybridizations.

### Real-time RT-PCR

Reverse transcription was performed using M-MLV kit (Invitrogen). We heated 10 µl samples containing 2 µg of total RNA, and 20 pmol of random hexamers (Invitrogen) at 70°C for 10 minutes to denature the RNA, and then chilled the samples on ice for 2 min. We added reaction buffer and M-MLV enzyme to a total volume of 20 µl containing 500 µM dNTPs, 50 mM Tris–HCl (pH 8.3), 75 mM KCl, 3 mM MgCl_2_, 5 mM dithiothreitol, 200 units of M-MLV, and 20 pmol random hexamers. The samples were then heated at 37°C for 1 h. The cDNA samples were diluted to 8 ng/µl for real-time RT-PCR analysis.

For real-time RT-PCR, triplicate assays were performed on 1 µl of each cDNA dilution using the SYBR Green Master Mix (Applied Biosystems, PN 4309155) with an ABI 7900 sequence detection system according to the manufacture's protocol (Applied Biosystems). The gene-specific primers were designed by using PRIMER3 (http://frodo.wi.mit.edu/primer3/input.htm). The amplification of 18S rRNA was used as an internal control to normalize all data (forward primer, 5′-CGGCTACCACATCCAAGGAA-3′; reverse primer, 5′- TGTCACTACCTCCCCGTGTCA-3′). The primer sets of four selected genes were listed below: *LOC_Os03g39610* (5′-ATGTTCTCCATGTTCGGCTTCT-3′ and 5′-GTATGCCCAGGCGTTGTTG-3′), *LOC_Os07g22930* (5′-GACGTCACAGCGGTTGCTT-3′ and 5′-TTCTTGGAATGCCGGTGTGT-3′), *LOC_Os07g46790* (5′-TGAAAACGAGGAGTGGTTGAAA-3′ and 5′-GGCCCCATTGGCTGTGA-3′), and *LOC_Os06g30310* (5′-TTACAGATCAGGGATTCCAAAAATC-3′ and 5′-ATAAAGCTCCTCAATGGCATGAC-3′). The relative quantification method (DDCT) was used to evaluate quantitative variation between replicates examined.

### Transcriptome data analysis and diurnal pattern identification

The signal intensity for each probe set on the GeneChip microarray was extracted by Affymetrix GCOS software and the TGT (target mean value) was scaled as 500 for each chip. Pair-wise scatter plots of replicate samples were generated by Partek Genomics Suite (Version 6.3). For each probe set, we calculated the correlation coefficient (Cr) of two sets of biological replicates across the time series.

Two methods were applied to identify diurnal pattern probe sets: ARSER and cross-correlation (CC). ARSER employs autoregressive spectral estimation to predict the periodicity of an expression pattern from the frequency spectrum and then models the rhythmic patterns using a harmonic regression model to fit the time-series [32]. There are four steps during the ARSER method: the ‘detrending process’, performs a data pre-processing strategy that removes any linear trend from the time-series; then autoregressive spectral analysis calculates the power spectral density of the time-series; further harmonic analysis provides the estimates of the parameters that describe the rhythmic patterns; and finally, false-discovery rate q-values are calculated for multiple comparisons. The CC method was used to calculate the Pearson's correlation between a rhythmically-expressed gene and a theoretical cosine wave with defined phase [17]. The brief calculation process follows. First, we used the cosine curve (Equation 1) with phases of 0–24 hr to prepare 60 test cosine-curves of 24-hr periodicity. The time span was 36 hr long with one and half cycle and interval between adjacent phases equal to 0.4 hr. Second, we calculated the C_α_ of the best-fitting cosine curve for each expression profile and the phase of the best-fitting cosine curve was defined as the phase of the related probe sets. Third, we used a random Monte Carlo simulation to determine the statistical significance p-value: we randomly produced 100,000 expression profiles, and calculated the maximum C_β_ for each of them. We then counted the number of times that a random expression profile showed C_β_ greater than a specified value and defined the p-value as the number divided by the number of all random expression profiles [56].

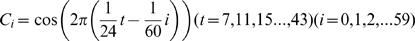
(1)

### Gene annotation, Gene Ontology analysis, and pathway analysis

The consensus sequence of each probe set was compared by BLAST (Basic Local Alignment and Search Tool) against the TIGR Rice Genome version 5 to map the probe set ID to the locus ID in the rice genome. The cut-off e-value was set as 1e–20. Within the 57,195 designed probe sets in the Affymetrix rice genome array, there are 52,697 probe-sets mapped to rice genes in TIGR rice pseudomolecules.

The promoter sequences were extracted from MSU Rice Genome Annotation Website (http://rice.plantbiology.msu.edu/) and ELEMENT (http://element.cgrb.oregonstate.edu/). ELEMENT and Place (http://www.dna.affrc.go.jp/PLACE/) [57] were used for motif search and cis-element identification.

The GO category enrichment analysis was applied by in-house agriGO analysis service [33], the Singular Enrichment Analysis (SEA) and Cross comparison of SEA (SEACOMPARE) tools with default parameters for the Affymetrix rice genome array used for analysis.

MapMan (http://gabi.rzpd.de/projects/MapMan) was used for key regulation group analysis. The starch biosynthesis pathway was adopted from that of Tian [34] and the corresponding MapMan pathways were created through the mapping files.

## Supporting Information

Figure S1 **Expression profiles between the biological replicate samples of seedling leaves.** **A**: Pair-wise scatter plots for the raw probe-set intensity data across all time points. **B**: The number distribution of all probe sets based on the correlation coefficient (Cr) across the time series between the biological replicate samples (including file name, file format, name and URL link of appropriate viewer if format is unusual).
(TIF)

Figure S2 **Real-time RT-PCR validation for selected genes.** Four genes (LOC_Os03g39610, LOC_Os07g22930, LOC_Os07g46790, and LOC_Os06g30310) were selected for real-time RT-PCR to validate the expression patterns of flag leaves (**A**) and seedling leaves (**B**) in seven time points from 12 hr to 36 hr. The purple and yellow bars represent the expression level in microarrys, and the blue bars represent the relative intensity of real-time RT-PCR from independent biological replicates.
(TIF)

Figure S3 **The diurnal pattern of the key genes in the starch biosynthesis pathway.** The phase of each probe set was redefined as its relation to the time point of light shift (the start or the end of night). Red, blue and white squares to indicate the noon, midnight and light shift phase of the probe set, respectively.
(TIF)

File S1 **Raw tables for diurnal probe-sets list.**
(XLS)

File S2 **Tables for diurnal probe sets related to sucrose and starch pathways**.
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

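The data are the 40 arrays of the study, 20 of seedling leaves and 20 of flag leaves, with 10 time points and 2 biological replicates in each tissue. The values are signal intensities, 1 per probe set, which the authors extracted with GCOS (MAS5 algorithm, no version given), scaled to a target of 500 on every array and deposited on a linear scale. No further normalization was applied in the main calculations. Signal over background limits the precision as well, and where a signal falls below the median of an array, the size of an amplitude or difference depends on the constant added before the logarithm. The median signal of an array was 50.5 to 68.2 in seedling and 48.8 to 64.4 in flag leaves, and 24298 of the 57194 probe sets in seedling and 23376 in flag leaves reached the mean signal of 100 that limma required. Genes were read from the array annotation and RefSeq, which give 1 gene for 22436 probe sets, several for 95 and none for 34663, and a name for 3193. Part of File S1 and all of File S2 were also read.

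The study's criteria were recomputed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. For CC each replicate series was compared, on linear signals, with 60 cosines of 24 h whose peaks lie 0.4 h apart, at hours 8 to 44, and its p is the share of 100000 random normal profiles with a higher correlation. ARSER was written anew after its published description: the linear trend is removed, periods from 20 to 28 h are found in autoregressive spectra of order 6 by the Yule-Walker and Burg methods, a harmonic regression is fitted, and Storey q values are taken. The published program also uses a maximum likelihood spectrum, which was an alternative here. The peak time of a diurnal probe set is the circular mean of the CC peaks of both replicates. In random normal profiles 0.0172% to 0.0517% were called diurnal. Their noise was independent between the replicates, so this rate leaves out what replicate arrays of a time point share. Random orders of the time points, which keep it, called a median of 0.28% in seedling and 0.21% in flag leaves, and at most 3.86% and 7.58%. Of the simulated profiles with an added cosine 77.5% were recovered when its amplitude was 2 SD of the noise. At 1 SD 8% were recovered and at 0.5 SD 0%, so the criteria miss most small rhythms.

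Rhythms were also fitted to both replicates at once with limma 3.58.1 in R 4.3.3, on log2(signal + 32) of probe sets with a mean signal of at least 100. The model holds an intercept, linear time, and a cosine and sine of 24 h, and the moderated F test on the last pair (2 degrees of freedom) was adjusted by Benjamini-Hochberg. Differences between tissues were tested over all 40 arrays with a cosine, a sine and linear time for each tissue. Tested on simulated data made from these arrays, the fit recovered 60% of added seedling rhythms of amplitude 0.5 on the log2 scale and 96% of those of amplitude 1, 44% and 94% in flag leaves, and 16% and 64% of differences between tissues. Far fewer probe sets carried a rhythm there than were called in the data, which makes the Benjamini-Hochberg cut stricter. For differences the simulated spread also held the real rhythms. These shares can therefore lie below the recovery in the data. Figures were drawn with matplotlib 3.10.9.

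Chance was measured with 100 orders of the time points for the diurnal counts and for limma's rhythmic counts. For limma's differences in rhythm between tissues it was measured with 100 splits of the arrays, and the real order or split was included in each. The same splits were run for the level difference, where tissue means were kept, so they do not measure chance there. The 26 gene lists were taken by symbol and hold, besides the groups named in the text, enzymes of tryptophan synthesis, proteasome subunits, cell division genes, histones, pathogenesis-related and senescence-associated proteins, light receptors and flowering regulators. All but the last 2 were fixed before the data were examined, together with the tests, the alternatives and the rule for named genes. With 1 probe set per gene, that with the highest mean signal, a two-sided Fisher's exact test compared each list of at least 5 measured genes with the other genes for being diurnal (38 tests) and for peaking from 8 h to 20 h (17 tests), adjusted by Benjamini-Hochberg. Named genes are the loci and probe sets the paper names and those of File S2, the 12 largest limma amplitudes per tissue and the 10 largest differences among diurnal, annotated genes, all clock genes, and up to 4 members of each list with the smallest adjusted p. Values in File S1 and File S2 had been seen beforehand, and the hours 8 to 44 were taken because they return the peak times of File S1, whose part read here is of flag leaves alone.

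Alternatives for the diurnal calls were log2(signal + 32), either algorithm alone, a fixed period of 24 h, the maximum likelihood spectrum, Benjamini-Hochberg in place of q or on the CC p, shuffled profiles as the CC null, a Cr of at least 0.7, a mean signal of at least 100, quantile normalization, removal of the trend before CC, hours 7 to 43, and each replicate left out. For limma they were log2(signal + 1), no filter, a mean of at least 300, quantile normalization, no linear time, a replicate block, an intensity trend in the variance prior, 12-h terms and each replicate left out. For the lists they were limma's calls, all probe sets and the peak times of 1 replicate. Runs without the 20 h, 40 h or 44 h arrays and with hours that differ between tissues were added after the values were seen. The 20 settings counted for single genes include the main one. Hours 7 to 43 or a replicate left out cannot end a main call, and the maximum likelihood spectrum and shuffled profiles ended none. ARSER alone and the adjusted CC p gave the same calls, so these counts of settings run high. Promoter motifs were not run for want of a genome sequence, and Gene Ontology terms, the real-time RT-PCR values and Arabidopsis data were not used here. Samples were used under the tissue of their names and the hours of Table 1.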

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

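The tests of a mislabelled time point or replicate, of RNA quality, of replicate spread, of the size of rhythms and the random orders and splits of the limma counts were chosen only after the result was seen, as were the runs without single time points. The test of a difference in rhythm between tissues called 10851 probe sets. Of 100 splits of the arrays between tissues, the highest other gave 178, and 1 split, the real one, gave as many. Tissue means were removed first, and the splits exchange single arrays, though arrays of 1 replicate series deviate together. Whole series allow 3 splits, too few for a share under 0.05, and the highest other gave 0. With a replicate block the count was 11329. In both comparisons of the tissues this block is 1 term shared by them, so it does not remove series effects that differ between tissues. The 10 named differences taken for their size (log2) were those of OsCRSH2 (3.06), OsTIP1;1 (3.03), PORA (2.99), the L isozyme of alpha-1,4 glucan phosphorylase (2.98), the protein induced upon tuberization (2.96), the first probe set of OsHsp18.6 (2.87), granule-bound starch synthase 1b (2.86), OsHsf-08 (2.78), OsHsp16.0 (2.78) and OsHsf-24 (2.77). The signals of PORA, the L isozyme and OsHsf-24 in flag leaves and of OsHsp18.6, OsHsp16.0 and OsHsf-24 in seedlings fell below the median of every array, so these 5 sizes can depend on the constant added before the logarithm, and no order is drawn from them. Mean level over the cycle, which the paper does not compare, differed between tissues for 18682 probe sets, 9399 higher and 9283 lower in flag leaves (10896 and 8583 after quantile normalization, 18928 in all with a replicate block). Of 100 splits, 1, the real one, gave as many (highest other 4318). Of the 3 splits by whole series, again too few, the highest other gave 778. Tissue means were kept in these splits, so the others held the level difference of the tissues in their spread, which lowers their counts in advance. No conclusion on chance is drawn from them. Tissue, age, growth conditions and sampling are confounded in both comparisons.

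Rhythms are not a product of chance order in either tissue. The limma counts of 10330 in seedling and 16254 in flag leaves (11795 and 17287 with a replicate block) were reached by 1 order of the time points of 100 in each tissue, the real one (highest other 6254 and 13855), and the diurnal counts of 5433 and 11293 by 1 order of 100 in each, again the real one (highest other 2210 and 4333).

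Seedling leaves at 44 h did not look like those at 20 h, the same clock time a day before, though some clock genes had similar signals. OsLHY read 7654 and 7986 at 44 h in the replicates and 636 and 713 at 20 h, OsPCL1 2150.2 and 2103 against 18853 and 15741, whereas GI read 13947 and 13725 against 14175 and 13464, OsPRR1 4969 and 4696 against 4077 and 3606 and OsPRR73 8171 and 7307 against 5488 and 5792. Across genes, which are not independent replicates, the deviations from the mean correlated at -0.00959 in seedlings and 0.842 in flag leaves. A mislabelled time point is argued against, since the highest correlation of the 44 h profile with any other time was 0.137, with 16 h, and that of the other pairs of equal clock time was at least 0.473. Degraded RNA is argued against by a mean log2 ratio of 3' over 5' control signals of at least 0.94 in both 44 h arrays, within the 0.26 to 1.32 of the other seedling arrays, and a steady drift by a correlation of -0.0186 after the linear trend was removed, where the lowest of the other pairs was 0.457. No biological explanation was tested, and what set these 2 samples apart stays open.

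Fewer probe sets were diurnal in seedling than in flag leaves, by a ratio of 2.08. A larger spread between replicates is argued against, since its median SD was 0.157 in seedling and 0.204 in flag leaves over 21726 probe sets. Smaller rhythms in seedlings may account for part of it: over 7725 probe sets rhythmic in both tissues the median amplitude was 0.41 in seedling and 0.71 in flag leaves. Without the 44 h arrays the ratio fell to 1.59, and to 1.50 with a fixed period of 24 h as well, so how much those arrays contribute cannot be told apart from the rest. Growth conditions and sampling cannot be told apart from tissue and age, as 0 arrays of one tissue came from plants grown in the growth conditions of the other.

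The replicate seedling arrays at 40 h correlated at 0.962, low for the 10 time points by Dixon's test (gap over range 0.492), and 20 such tests were run, of which chance gives about 1 in 20. RAB21, a dehydration-induced gene chosen after its values were seen, read 399.6 in replicate 1 and 13280.3 in replicate 2 at 40 h against 211.8 and 176.5 at 20 h, and RAB16B 98.3 and 2499.6. Seed tissue in 1 array is argued against by a median log2 difference of -0.0903 (SD 0.40) over 17 probe sets of seed storage proteins. Of these, 3 were bright in leaves. Each array correlated best with 16 or 40 h of the other replicate (margin -0.0277). For the array of replicate 2 these values were 0.728 and 0.364, against 0.317 with 12 h, which argues against a mislabelled time point there. For that of replicate 1 they were 0.375 and 0.364, against 0.347 with 36 h, too close to decide. Water loss in 1 sample cannot be told apart from other causes, since 13 probe sets of dehydration-responsive genes had a median difference of 0.12 with an SD of 2.17, with 3 above 1 and EM at 0.30. Treatment was the same for both replicates, so no biological explanation was tested.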

How the results depend on the processing

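The runs without the 20 h, 40 h or 44 h arrays and the alternatives for the median difference in peak time, the count in seedlings alone, the level difference between tissues and the counts at a Cr of 0.5 were chosen after the data were seen, and all other tests here were planned, and the cause of a change was not tested unless it is named. Only the median difference in peak time, flag minus seedling leaves, reversed: it was -0.8 h and became 0.2 h with hours 7 to 43 in seedlings and 8 to 44 in flag leaves, and -0.6, -0.6 and -1.0 h without the 20 h, 40 h and 44 h arrays at a fixed period and -1.0 h without the 44 h arrays alone. Of 479 values of counts, shares and lists under alternatives, 408 stayed within their bounds, 56 moved, 6 newly passed their test and 8 no longer did. Of 3246 limma amplitudes of named genes, 154 no longer passed and 30 newly did, and of 1553 tissue differences 147 and 15, mostly without replicate 1 (46 amplitudes and 50 differences lost) or without replicate 2 (58 and 48), where fewer arrays are left. The 118 level differences tried kept their direction and call. A lone array per time point is assumed there to vary like the rest. Dim signal is a limit: a probe set near the background shows no rhythm even where the gene has one, and 12 amplitudes were lost with no filter, where more probe sets are tested. Promoter motifs were not run.

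Diurnal probe sets numbered 2741 in seedlings and 1785 in both tissues with ARSER alone or with adjusted CC p, and without one replicate, where no second series has to pass, 9470 to 10301 in seedlings, 17347 to 17982 in flag leaves, 5333 to 6046 in both and 11936 to 12014 in flag leaves alone, and those in seedlings alone, 1959 before, 956 and 4137 to 4255. limma without one replicate called 2503 to 3339 in seedlings and 2955 to 3826 differences. The seedling share peaking from 1 h to 5 h was 29.9% with ARSER alone or adjusted CC p, 27.0% with CC alone, a fixed period or Benjamini-Hochberg, 27.5% with the maximum likelihood spectrum, 26.9% with shuffled profiles, 26.9% with a Cr of 0.7, 24.7% on the log2 scale, 26.2% after quantile normalization, 32.2% with the trend removed, 30.5% with hours 7 to 43, 26.2 to 28.8% without one replicate, 27.9%, 24.8% and 26.7% without the 20 h, 40 h and 44 h arrays at a fixed period, and 26.7% without the 44 h arrays alone. The flag leaf share from 19 h to 3 h was 45.2% on the log2 scale, 43.5% after quantile normalization, 40.3 to 42.2% without one replicate, 43.7% with hours 7 to 43 and 48.4%, 49.3% and 47.6% without those arrays at a fixed period. Flag leaf replicate correlations on the log2 scale had a lowest value of 0.960 and a median of 0.971.

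Adjusted p values of the exact tests on lists moved across 0.05 as follows. With limma's calls they became 0.31 for pathogenesis-related proteins and 0.20 for clock genes being diurnal in flag leaves, 0.12 for the proteasome and 0.15 for clock genes in the light in seedlings, and passed at 0.021 for diterpene cyclases and kaurene oxidases being diurnal and 0.0073 for cell division genes in the light in flag leaves. Without the 44 h arrays they became 0.087, 0.10 and 0.088 for the first 3, and passed at 0.015 for ribosomal proteins being diurnal in seedlings and at 0.033 and 0.037 for ribosomal proteins and clock genes in the light in flag leaves. With all probe sets the proteasome had 0.0504, and without one replicate ribosomal proteins in the light in flag leaves had 0.0062 to 0.087. Of the starch and sucrose probe sets, 16 were diurnal in seedlings and 4 synthesis probe sets peaked in the light there with ARSER alone or adjusted CC p.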

Differences from the paper's values

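ARSER calls in seedling leaves were fewer than in the paper, by the paper's thresholds. At a q of at most 0.05 there were 4989 in replicate 1 and 6172 in replicate 2, against the paper's about 9900 and about 11000 in Fig. 3, read by eye. Both replicates shared 2761, and 2741 with Cr, against the paper's about 5500 and about 5300 in Fig. 3, read by eye. Among the alternatives set before the data were examined, the maximum likelihood spectrum gave 8200, 9557, 4674 and 4581, which do not differ from the paper's by the same rule. The others that change these counts still differed: a fixed period of 24 h, Benjamini-Hochberg in place of q, a mean signal of at least 100, log2, quantile normalization and, for the count with Cr alone, a Cr of 0.7. ARSER alone, Benjamini-Hochberg on the CC p, shuffled profiles and removal of the trend before CC leave these counts as they are. Without the 44 h arrays, chosen after the values were seen, the counts were 8604, 10369, 5034 and 4940, also within 1.5 times the paper's, while 29 of the 36 seedling probe sets of File S2 were diurnal against 33 in the main calculation. The counts of diurnal probe sets were within 1.5 times the paper's, and the counts at a Cr of at least 0.5 match the numbers printed in Fig. 3.

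Replicate correlations of flag leaves were 0.985 at 24 h and 0.986 at 28 h, against the paper's 0.96 for both. On the log2 scale, the alternative set before the data were examined, they were 0.972 and 0.975 and still differed.

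Calls of single genes also part from the paper's. The paper counts the probe set of Fig. 2B, shown for seedlings, as periodic by both ARSER and CC, and here its seedling q values were 0.13 and 0.12, its CC p values 0.11 and 0.25, and it was diurnal under none of 20 settings, though limma called it rhythmic in seedlings. That of Fig. 2C, which the paper shows as found by ARSER, was diurnal here in flag leaves only with log2(signal + 32), though limma called it rhythmic. Of the probe sets that File S2 lists as diurnal, 74 of 83 in flag leaves and 33 of 36 in seedlings were diurnal here. Among the others in flag leaves are both of DPE2 (LOC_Os07g46790), of which 1 was diurnal there with the maximum likelihood spectrum or quantile normalization and the other under none of 20 settings. The paper names OsTIFY10c among the diurnal genes of flag leaves, and here it was diurnal there with the maximum likelihood spectrum, with log2(signal + 32), without replicate 2 and, chosen after the values were seen, without the 44 h arrays or without the 40 h or 44 h arrays at a fixed period, where 68, 59 and 62 of the 83 flag leaf probe sets of File S2 were diurnal against 74 in the main calculation. It names OsTIFY11a as the sole TIFY gene that is diurnal in seedlings, and OsTIFY2a was diurnal there as well under all 20 settings.

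The paper states that no AGPase is diurnal in seedlings. Its own File S2 lists the small subunit of LOC_Os09g12660 for seedlings, and here that gene was rhythmic in seedlings by limma and diurnal there with the maximum likelihood spectrum or with the trend removed before CC. Peak times of File S2 for flag leaves equal those computed here in 166 of 166 series with hours 8 to 44. Those for seedlings equal them in 72 of 72 with hours 7 to 43 and in none with hours 8 to 44, where the peaks here lie 0.8 to 1.2 h later (median 1.2 h).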

Other observations

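The tests of light receptors and flowering regulators were chosen after the data were at hand. Proteasome genes, which encode the machine that degrades tagged proteins, were diurnal for 6 of 17 in seedlings, all with a peak in the light (two-sided Fisher's exact test, adjusted p = 0.048 over 17 tests, 0.036 to 0.12 under the alternatives), and for 5 in flag leaves, 4 of them in the light. By limma 8 of 17 were rhythmic in seedlings and 9 (8 adjusted over the list alone) of 17 in flag leaves, and the rhythm of 0 of 17 differed between tissues by limma (3 at an unadjusted p under 0.05). Pathogenesis-related proteins, which serve defence, were diurnal for 4 of 11 in seedlings, all with a peak in the dark, and for none of 11 in flag leaves, where 39.8% of other genes were (exact test, adjusted p = 0.042 over 38 tests, 0.037 to 0.31 under the alternatives). By limma 6 of 9 were rhythmic in seedlings and 3 of 7 in flag leaves, and the rhythm of 2 of 9 differed between tissues. Cell division genes were diurnal for 4 of 28 in seedlings, all in the dark, and for 10 in flag leaves, 9 of them in the dark (adjusted p of the exact light test 0.075), and by limma 5 (4 adjusted over the list alone) of 14 and 12 of 13 were rhythmic, with a difference between tissues for 9 of 16. None of 5 histone genes was diurnal in either tissue, and limma called 2 (3 adjusted over the list alone) of 5 rhythmic in seedlings and 2 of 5 in flag leaves, with a difference for 0 of 5 (0 at an unadjusted p under 0.05). Enzymes of tryptophan synthesis were diurnal for 3 of 4 in each tissue, limma called 4 of 4 and 4 of 4, and the rhythm of 1 of 4 differed.

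Of 4 light receptor genes (phytochromes, cryptochromes and phototropins), none was diurnal in seedlings and 4 in flag leaves, limma called 3 of 4 and 4 of 4 rhythmic, and the rhythm of 4 of 4 differed between tissues. Flowering regulators were diurnal for 5 of 11 in seedlings and 7 in flag leaves, limma called 7 (8 adjusted over the list alone) of 10 and 9 of 11, and the rhythm of 8 (9 adjusted over the list alone) of 11 differed. Senescence-associated proteins were diurnal for none of 4 in seedlings and 2 in flag leaves, and limma called 1 (0 adjusted over the list alone) of 3 rhythmic in seedlings and 3 of 3 in flag leaves, with a difference for 3 of 3. Of the lists described with the text, the difference between tissues passed for 8 of 10 genes of chlorophyll synthesis, 5 of 11 small GTPases, 4 of 7 splicing factors, 5 (7 adjusted over the list alone) of 7 clock genes, 3 of 3 photosystem genes, 21 of 26 heat shock genes, 5 of 10 DNA repair genes, 11 of 16 auxin response factors, 1 of 4 Calvin cycle genes and 0 of 1 light-harvesting genes (0 at an unadjusted p under 0.05). limma called rhythmic, in seedling and in flag leaves, 6 of 10 and 9 of 10 genes of chlorophyll synthesis, 3 of 11 and 4 of 9 small GTPases, 2 of 7 and 6 of 7 splicing factors, and 3 of 4 and 3 of 4 Calvin cycle genes.

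Control probe sets differed between replicate series. The spiked-in dap transcript had a median signal of 3297 in replicate 1 and 10595 in replicate 2 of seedling leaves, BioC one of 1891 and 548 in flag leaves, and 18S rRNA 668 and 129 in seedling and 232 and 603 in flag leaves. The series were closer for dap in flag leaves (2654 and 3140) and BioC in seedling leaves (1033 and 1443). Within a tissue, arrays of the same replicate number correlated after the time course was removed in all 45 pairs of time points, with a median of 0.444 in seedling and 0.272 in flag leaves.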
